# KHSRP-bound small nucleolar RNAs associate with promotion of cell invasiveness and metastasis of pancreatic cancer

**DOI:** 10.18632/oncotarget.27413

**Published:** 2020-01-14

**Authors:** Keisuke Taniuchi, Mitsunari Ogasawara

**Keywords:** RNA-binding protein, small nucleolar RNA, pancreatic cancer, cell invasion, metastasis

## Abstract

KH-type splicing regulatory protein (KHSRP) is an RNA-binding protein implicated in a variety of cellular processes, including splicing in the nucleus and mRNA localization and degradation in the cytoplasm. The present study reports that KHSRP promotes invasiveness and metastasis of pancreatic cancer cells. KHSRP was localized in the nucleus and cell protrusions of pancreatic cancer cell lines. Suppression of KHSRP by small interfering RNA decreased the number of cell protrusions and inhibited invasiveness and metastasis of pancreatic cancer cells. KHSRP was localized in cytoplasmic RNA granules in pancreatic cancer cells, and RNA immunoprecipitation-sequencing analysis showed that the majority of enriched RNAs that immunoprecipitated with KHSRP were small nucleolar RNAs (snoRNAs). Specific KHSRP-bound snoRNAs, *SNORA18* and *SNORA22*, associated with formation of cell protrusions. Consequently, *SNORA18* and *SNORA22* contributed to cell invasiveness and tumor metastasis. Our results provide insight into the link between KHSRP-bound snoRNAs and invasiveness and metastasis of pancreatic cancers. New therapies that prevent binding of KHSRP with specific snoRNAs may hold significant clinical promise.

## INTRODUCTION

RNA binding proteins play roles in RNA maturation and trafficking of RNAs, and localization of mRNAs is accomplished with intracellular accumulation of corresponding proteins [1]. KH-type splicing regulatory protein (KHSRP) is a single-stranded nucleic acid-binding protein that contains four contiguous K homology (KH) motifs that recognize the AU-rich element (ARE) of mRNAs [2] and functions in alternative pre-mRNA splicing, editing, localization, and degradation of mRNAs [3]. KHSRP phosphorylated by p38 increases binding to ARE-containing transcripts and inhibits rapid decay of target transcripts, resulting in conversion of myoblasts into differentiated myocytes [4]. KHSRP promotes decay of *β-catenin* mRNA and is inactivated by phosphatidylinositol 3-kinase (PI3K) signaling [5]. These results suggest that KHSRP is involved in differentiation, cell-cell contact, and cell migration through post-transcriptional regulation of its target transcripts. KHSRP also serves as a component of both Drosha and Dicer complexes and regulates biogenesis of a subset of microRNAs (miRNAs) [6]. This mechanism is required for post-translational regulation of target mRNAs that affect cell proliferation, apoptosis, and differentiation [6]. The functional roles of KHSRP in cell proliferation, invasiveness, and metastasis in cancer cells are currently unknown.

KHSRP is located primarily in the nucleus [7], where it acts as a splicing factor and forms part of the perinucleolar structure [8]. KHSRP is also present in cytoplasmic granules that function in RNA trafficking [9, 10], and KHSRP contributes to mRNA localization in the cytoplasm [11]. KHSRP binds to a localization element within the *β-actin* mRNA and has a role in cytoplasmic localization of *β-actin* mRNA to cell protrusions of chicken fibroblasts and neurite growth cones of developing neurons [12]. Localized translation of *β-actin* mRNA induces polarized migration of chicken fibroblasts [13]. Thus, it is possible that cytoplasmic RNA granules package KHSRP, and its target transcripts play a role in mRNA trafficking towards distal regions of the cell and regulation of localized protein synthesis.

Here, we found that KHSRP and its target small nucleolar RNAs (snoRNAs) were packaged into cytoplasmic RNA granules of pancreatic ductal adenocarcinoma (PDAC) cells. Further investigation revealed that KHSRP-bound snoRNAs influenced formation of cell protrusions and thereby increased invasive and metastatic properties of PDAC cells.

## RESULTS

### Intracellular localization of KHSRP in PDAC cells

We used immunocytochemistry to determine subcellular localization of KHSRP in two types of cultured PDAC cells, moderately differentiated S2-013 PDAC cells and poorly differentiated PANC-1 PDAC cells. KHSRP was localized in the nucleus and cytoplasm, and accumulated in cell protrusions, which had many peripheral actin structures (Figure 1A, 1B).

**Figure 1:**
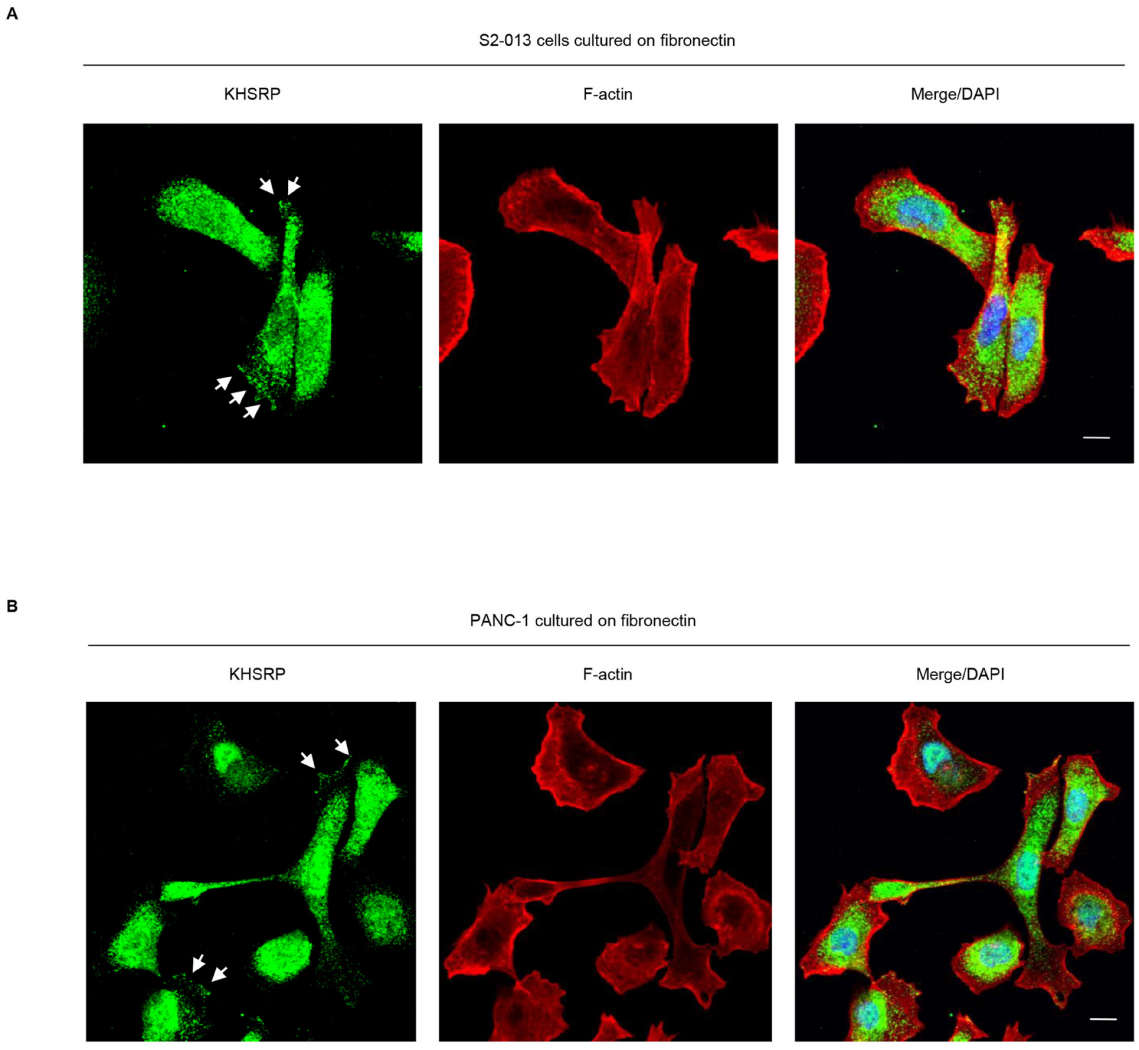
KHSRP distribution in PDAC cells. S2-013 (**A**) and PANC-1 (**B**) cells were incubated on fibronectin and immunocytochemically labeled with anti-KHSRP antibody (green). Actin filaments were labeled by phalloidin (red). Arrows, KHSRP localized in cell protrusions. Blue, DAPI staining. Bars, 10 µm.

### Stable knockdown effects of KHSRP on invasiveness and metastasis of PDAC cells

To investigate whether KHSRP affects cell motility and invasion, KHSRP expression in S2-013 cells was stably suppressed by vector-based expression of a *KHSRP* small interfering RNA (siRNA). KHSRP knockdown was confirmed by immunoblotting (Figure 2A). Transwell motility assays showed that motility of S2-013 cells was significantly lower in *KHSRP*-knockdown cells than in scrambled control siRNA-transfected S2-013 cells (Figure 2B). In two-chamber invasion assays, *KHSRP* siRNA-transfected S2-013 cells were significantly less invasive than scrambled control siRNA-transfected S2-013 cells (Figure 2C). Transfection of a KHSRP-rescue construct into *KHSRP* siRNA-transfected S2-013 cells abrogated changes to cell motility and invasiveness caused by transfection of *KHSRP* siRNA (Figure 2D–2F).

**Figure 2:**
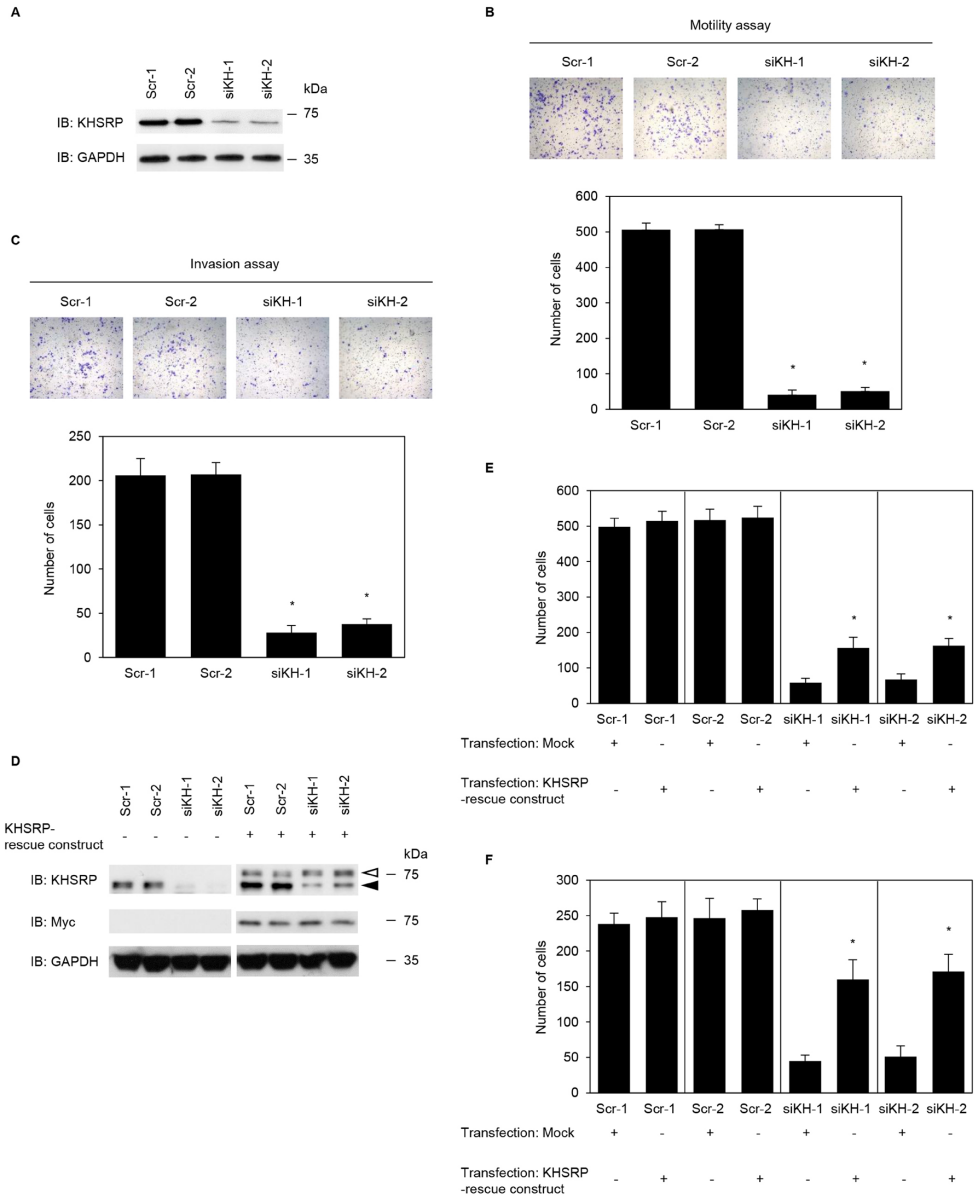
KHSRP promotes cell motility and invasion of PDAC cells. (**A**) Effect of *KHSRP* siRNA in S2-013 cells. Western blots probed with anti-KHSRP antibody show two S2-013 *KHSRP* RNAi clones (siKH-1 and -2) transfected with siRNA targeting *KHSRP* and two scrambled control RNAi clones (Scr-1 and -2). (**B**) Control RNAi or *KHSRP* RNAi S2-013 cells were seeded into two-chamber motility chambers. Migrating cells in four fields per group were counted. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared with Scr-1 and Scr-2 (Student’s *t*-test). (**C**) Control RNAi or *KHSRP* RNAi S2-013 cells were seeded into Matrigel invasion chambers. Invading cells in four fields per group were counted. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared to Scr-1 or Scr-2 (Student’s *t*-test). (**D**) The mock control vector or myc-tagged *KHSRP*-rescue construct was transiently transfected into control RNAi and *KHSRP* RNAi cells. Western blotting was performed using anti-KHSRP and anti-myc antibodies. Closed arrowhead, endogenous KHSRP; open arrowhead, exogenous KHSRP. Closed arrow head, endogenous KHSRP; open arrow head, exogenous KHSRP. (**E**, **F**) The mock control vector or myc-tagged KHSRP-rescue construct was transiently transfected into control RNAi and *KHSRP* RNAi cells; 48 h later, motility (E) and two-chamber invasion (F) assays were performed. Migrating cells in four fields per group were counted. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared with corresponding siKH-1 and siKH-2 transfected mock vector (Student’s *t*-test).

An orthotopic murine model of PDAC was used to examine tumor invasiveness and metastasis (Table 1). Incidence of regional invasion of retroperitoneum and peritoneal dissemination by PDAC cells was inhibited in mice injected with *KHSRP* siRNA-transfected S2-013 cells than those injected with scrambled control siRNA-transfected S2-013 cells. Moreover, *KHSRP* siRNA-transfected S2-013 cells did not form hepatic or lung metastases, whereas hepatic and lung metastases were seen in scrambled control siRNA-transfected S2-013 cells. These results indicate that KHSRP specifically promotes invasion and metastasis of PDAC cells.

**Table 1:** Effect of KHSRP-RNAi on invasiveness and metastasis *in vivo*

Cell line	Mice autopsied	Median tumor weight (g) (range)	Peritoneal dissemination	Retroperitoneal invasion	Liver metastasis	Lung metastasis
Scr-1	9	2.7 (1.8–3.5)	7/9	8/9	4/9	3/9
Scr-2	9	2.4 (1.5–3.3)	7/9	9/9	3/9	3/9
siKH-1	10	1.9 (1.2–2.8)	3/10^a^	2/10^a^	0/10^a^	0/10^a^
siKH-2	9	2.1 (1.0–2.9)	2/9^a^	1/9^a^	0/9^a^	0/9^a^

^a^ *p* < 0.05 compared with Scr-1 and Scr-2 (Fisher’s exact test).

### Localization of KHSRP in P-bodies

Several types of RNA-binding proteins, 40S subunit ribosomal proteins, and translation initiation factors are present in stress granules [14]. An alternative model for silencing by miRNAs wherein mRNA interactions with RISC sequester targeted mRNAs in processing bodies (P-bodies) was reported [15]. These are cytoplasmic foci that contain non-translated RNAs and exclude the translation machinery [16]. To investigate whether KHSRP-containing granules were stress granules (SGs) or P-bodies, S2-013 and PANC-1 cells cultured on fibronectin were double-labeled with anti-KHSRP, anti-G3BP (a marker for SG) [17], and anti-Ge-1/HEDLS (a marker for P-bodies) [18] antibodies. KHSRP did not colocalize with G3BP in cytoplasmic granules (Figure 3A); however, KHSRP colocalized with P-bodies in a proportion of granules throughout the cytoplasm, as well as in the perinuclear region of cytoplasm (Figure 3B). These data indicate that KHSRP localized in P-bodies may function to regulate levels of certain mRNAs in PDAC cells.

**Figure 3:**
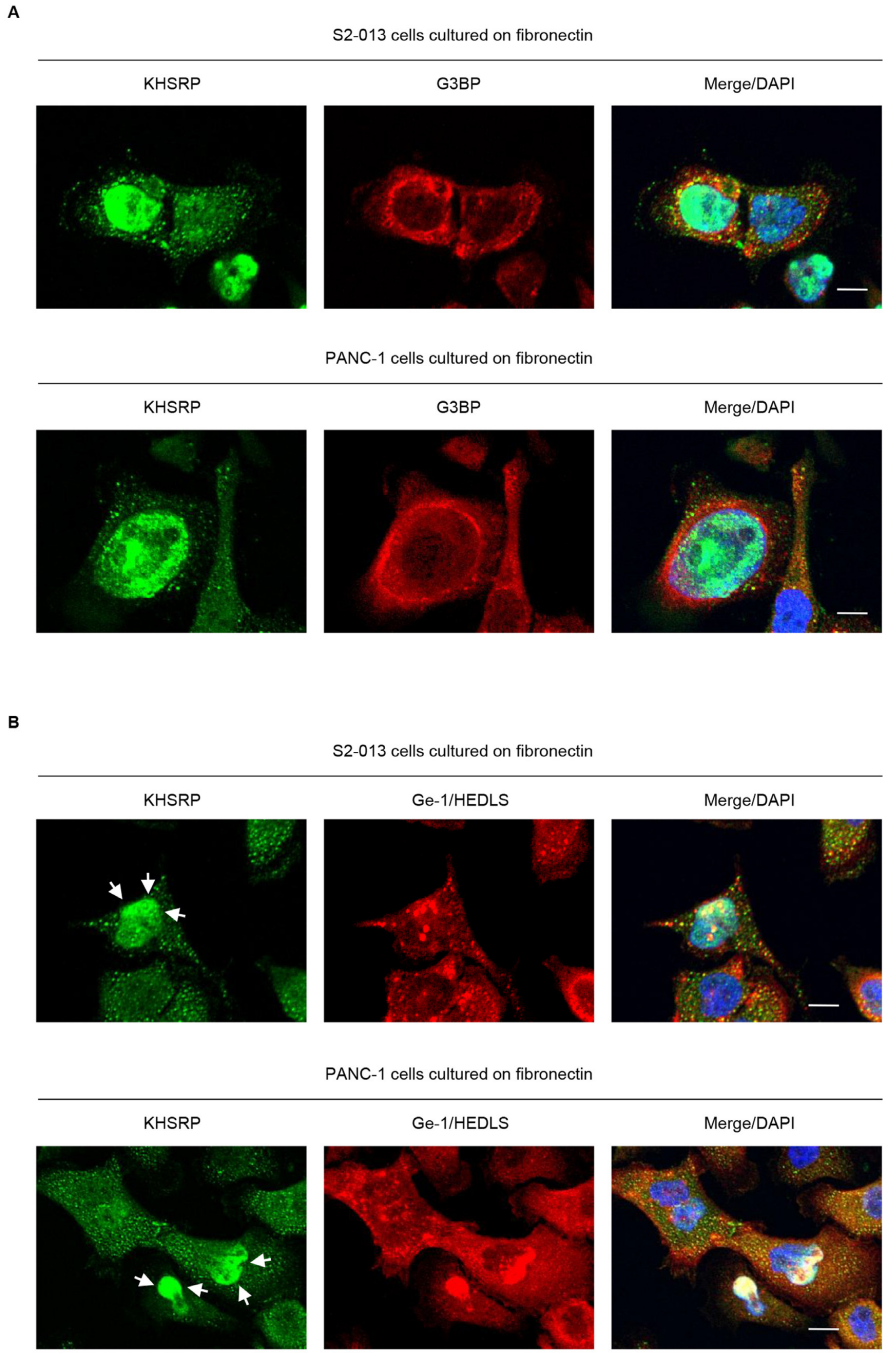
KHSRP localizes in cytoplasmic P-bodies. (**A**, **B**) Confocal immunofluorescence microscopic images. S2-013 and PANC-1 cells were incubated on fibronectin and stained with anti-KHSRP (green) and anti-G3BP (red) (A) or anti-Ge-1/HEDLS (red) (B) antibodies. Arrows, KHSRP localized in the perinuclear region of cytoplasm. Blue, DAPI staining. Bars, 10 µm.

### Identification of target transcripts of KHSRP

To identify KHSRP-bound transcripts localized in KHSRP-containing granules, we performed RNA immunoprecipitation (RIP) with anti-KHSRP antibody and cell extracts from S2-013 cells grown on fibronectin, followed by next-generation sequencing to identify any RNAs in resultant immunoprecipitates. 

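The experiment compared 2 immunoprecipitates of S2-013 cells kept on fibronectin for 5.5 h. The anti-KHSRP antibody gave 1 library and normal rabbit IgG gave 1 library, so that there were no replicates and the antibodies could not be compared by a test. Both libraries held many reads of cytoskeletal mRNAs. Plectin mRNA (PLEC) had 2218 reads in the KHSRP library and 2156 reads in the IgG library, and keratin 8 mRNA (KRT8) had 657 and 654 reads. KHSRP mRNA itself had 29 and 22 reads, respectively. The deposited tables list 21563 entries of hg19, each with a read count and an RPKM value made by the authors. A total of 84760 reads was assigned to entries in the KHSRP library and 87239 reads in the IgG library. These reads fell on 9093 and 9237 entries, with a median of 3 reads per detected entry in each library. The RPKM of short snoRNAs and scaRNAs implied totals of 9.74e+06 and 9.91e+06 reads per library, so that the assigned reads were 0.870% and 0.880% of the totals that the RPKM values use. A count of 0 allows up to 3 reads, or 0.00354% of the assigned reads in the KHSRP library and 0.00344% in the IgG library. The log2 ratio of RPKM (KHSRP over IgG) was computed for each entry after values below 1 RPKM were raised to 1, a rule set before the data were examined. The authors' deposited table raises RPKM values only to 0.1, so that the floor of 1 is not the authors' rule. Ratios with the lower floor of 0.1, chosen after the data were seen, are given beside those with the floor of 1. Reads of single RNAs were compared by a two-sided exact binomial test against the library totals, with Clopper-Pearson 95% intervals of the ratio. This test compares the 2 libraries, and its intervals cover counting error only. Of 531 RNAs with at least 50 reads in both libraries together, 525 differed by less than 2-fold, and their split between the libraries varied 1.79 times as much as binomial counting allows.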

Results of RIP assay are presented as log ratios in Supplementary Table 1. 

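With RPKM values below 1 raised to 1, 4 RNAs had a log2 ratio above 1, and this floor sets most ratios to 0, as 508 entries of the KHSRP library and 529 of the IgG library reach 1 RPKM. They were the box C/D snoRNA SNORD22 (log2 ratio 2.29), the histone mRNAs HIST1H2BL (1.51) and HIST1H2BG (1.29), and RNU11 (1.25), an RNA of the minor spliceosome. A further 6 RNAs had a log2 ratio below -1, namely the mRNAs RPS10 (-1.40), COX6B1 (-1.36), HIST1H2AG (-1.09), CD63 (-1.09) and PPIB (-1.01) and the snoRNA SNORA63 (-1.16). With RPKM values below 0.1 raised to 0.1, 504 RNAs lay above 1 and 480 RNAs lay below -1. Among RNAs with at least 20 reads in the 2 libraries together, high ratios of reads were those of ECD with 21 reads in the KHSRP library and 3 in the IgG library, ACIN1 with 20 and 3 reads, ATRX with 17 and 4 reads, and ATXN7L3 with 19 and 5 reads. At the floor of 0.1 RPKM the log2 ratio was 2.75 for ECD and 0.64 for ATRX, whose RPKM in the IgG library lay below the floor. For ACIN1 the log2 ratio was 1.79 beside a ratio of reads of 6.78, since its RPKM stood on different transcript lengths in the 2 libraries. Low ratios at this minimum were those of KNTC1 with 5 and 18 reads and the syndecan SDC4 with 12 and 40 reads. The 504 RNAs had a median of 7 reads in both libraries together (quartiles 4 and 12), and 94 of them had no read in the IgG library. The 480 RNAs had a median of 8 reads, and 115 of them had no read in the KHSRP library. By the exact binomial test, 68 of the 504 RNAs and 61 of the 480 RNAs had a p under 0.05, against 239 of all 10716 RNAs. Both groups were selected by their ratio, so that a raised share of small p-values follows from the selection. After Benjamini-Hochberg adjustment over the 10716 RNAs, 0 RNAs of either group passed. At these counts the adjusted test finds few real changes, as it recovered 0.7% of simulated 4-fold changes in RNAs drawn from the 504. Of all RNAs, 4 passed the adjusted test. The nonmuscle myosin mRNA MYH9 (4543 and 3919 reads, ratio 1.18, interval 1.13 to 1.23, adjusted p = 3.66e-10) and the nuclear RNA MALAT1 (784 and 581 reads, ratio 1.37, interval 1.23 to 1.53, adjusted p = 3.47e-05) were higher in the KHSRP library. The collagenase mRNA MMP1 (281 and 405 reads, ratio 0.706, interval 0.604 to 0.824, adjusted p = 0.0228, exact binomial test) and CDCP1 (4 and 29 reads, ratio 0.140, interval 0.0359 to 0.400, adjusted p = 0.0300, exact binomial test) were lower. The adjusted p of MMP1 was 0.134 when the libraries were scaled by TMM factors, and the RPKM of CDCP1 stood on different transcript lengths in the 2 libraries, with a log2 ratio of -0.72 at the floor of 0.1. Among RNAs with at least 100 reads the split between the libraries varied 2.54 times as much as binomial counting allows. The p-values of MYH9, MALAT1 and MMP1 allow for counting only and can thus overstate the evidence. These RNAs are themselves among those counted. Without replicates, noise between libraries cannot be told apart from differences between the antibodies.

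**Figure D1:**
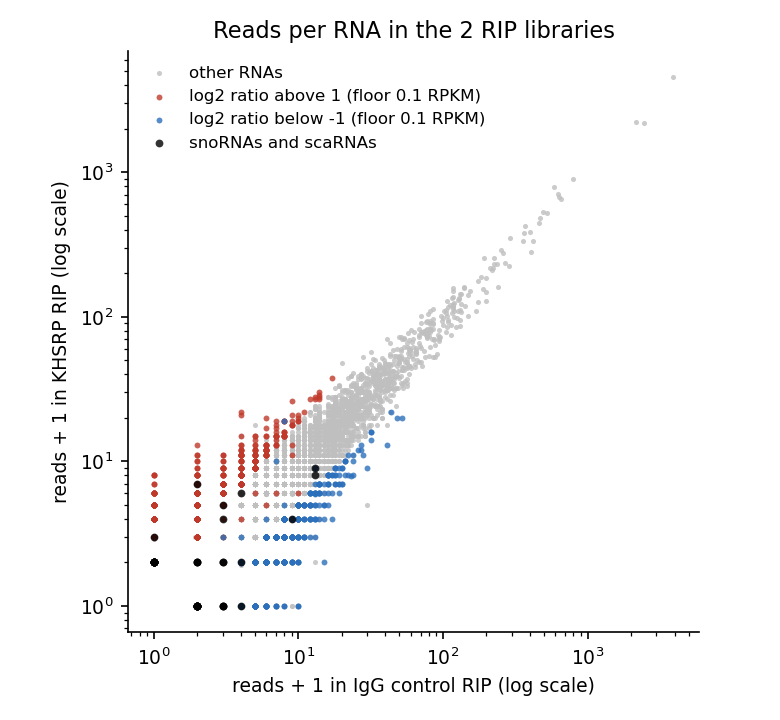
Each point is 1 RNA, with its reads plus 1 in the IgG control RIP library on the x axis and in the KHSRP RIP library on the y axis, both on a log scale, and RNAs with equal counts overlap. RNAs past a log2 ratio of 1 or -1 at the floor of 0.1 RPKM (red, blue) and the snoRNAs and scaRNAs (black) sit at low counts, and the abundant RNAs lie near the diagonal.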

We identified 501 RNAs that were significantly enriched in anti-KHSRP immunoprecipitates relative to rabbit IgG isotype control immunoprecipitates (Supplementary Table 1). The complete gene list derived from the 501 RNAs was uploaded onto the Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/) (GEO accession: GSE120853). 

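SNORA18 and SNORA22 each had 1 read in the KHSRP library and 0 reads in the IgG library. SNORA38, SNORA25, SNORA14B, SNORA71B, SNORA71D and SNORD97 likewise had 1 and 0 reads, and the Cajal body RNA SCARNA21 had 2 and 0 reads. COX17, a copper chaperone of cytochrome c oxidase, had 5 and 0 reads (exact binomial p = 0.0299, adjusted p = 1), and the lower end of the interval of its ratio was 0.932. At the floor of 0.1 RPKM these 9 snoRNAs and scaRNAs and COX17 had the 10 highest ratios, and at the floor of 1 RPKM SNORD22, with 6 and 1 reads, was the only snoRNA among the 10 highest (1 of 10). SNORA18 lies on chromosome 11 of hg19 from 93466632 to 93466763. Its RPKM was 0.778 in the KHSRP library, and the authors' deposited table gives it a log2 ratio of 2.96. SNORA22 lies on chromosome 7 from 65220513 to 65220645, within the entry CCT6P1, with an RPKM of 0.772 and a log2 ratio of 2.95 in the authors' deposited table. On an RNA of 132 bases, 1 read in the KHSRP library gives 0.778 RPKM, and against 0 reads and the floor of 0.1 this is a log2 ratio of 2.96. On an RNA of 1000 bases 1 read against 0 gives a log2 ratio of 0.04. Other snoRNAs were read only with IgG. SNORA63 had 0 reads in the KHSRP library and 3 reads in the IgG library, and SNORA40, SNORA48 and SNORA67 had 0 and 2 reads. In the authors' deposited table 7 of the 10 lowest ratios belonged to snoRNAs and scaRNAs. H/ACA snoRNAs as a class had 18 reads in the KHSRP library and 32 in the IgG library, C/D snoRNAs 9 and 3, and scaRNAs 28 and 34. All snoRNAs and scaRNAs together had 55 and 69 reads, a ratio of 0.811 (interval 0.559 to 1.17, exact binomial p = 0.281). Of 39 detected snoRNAs and scaRNAs, 12 were read only in the KHSRP library and 14 only in the IgG library. The host gene BAT2, which holds SNORA38, had 96 and 84 reads, EIF4G2, which holds SNORD97, had 41 and 38 reads, and TOMM20, which holds SNORA14B, had 15 and 21 reads. Of 13 host genes with reads, 2 lay above a log2 ratio of 1 at the floor of 0.1 and 2 below -1. The snoRNAs and scaRNAs made up 25% of the 4 RNAs above a log2 ratio of 1 at the floor of 1 RPKM (Clopper-Pearson interval 0.631% to 80.6%) and 2.78% of the 504 RNAs at the floor of 0.1. A ratio from 1 read is not distinguishable from counting error at this depth.

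**Figure D2:**
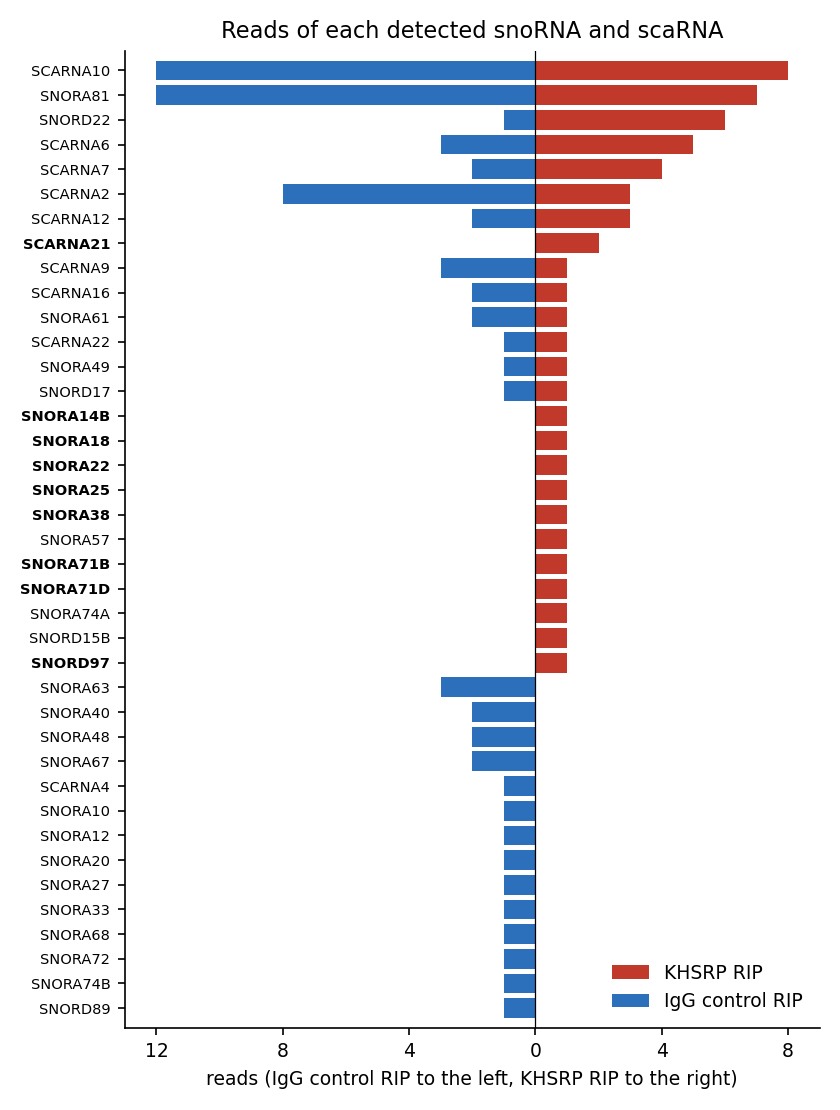
Bars give the reads of each of the 39 snoRNAs and scaRNAs with at least 1 read, in the KHSRP RIP library to the right and in the IgG control RIP library to the left, with those of Table 2 in bold. The snoRNAs and scaRNAs of Table 2 have 1 or 2 reads, and the most abundant, SCARNA10 and SNORA81, have 12 reads each with IgG and 8 and 7 with KHSRP.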

A considerable number of snoRNAs were listed in the top 10 of KHSRP-bound RNA candidates (Table 2). 

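Genes of apoptosis, splicing and translation were found on both sides of the ratio, with more genes above. The authors' deposited tables place 32 genes of the term apoptosis among the RNAs with a log2 ratio above 1 (the authors' p = 1.45e-13) and 20 among those below -1 (the authors' p = 4.10e-06). For translation the authors' deposited tables list 20 genes above (the authors' p = 1.02e-11) and 15 below (8.95e-08). For RNA splicing the authors' deposited tables list 22 genes above (the authors' p = 4.73e-13) and 11 below (0.000140), for nuclear mRNA splicing via spliceosome 16 (5.99e-11) and 7 (0.00186), and for mRNA processing 14 (6.55e-08) and 8 (0.00134), so that these 3 terms pass the authors' p of 1e-05 only above. For none of these terms were the 2 sides tested against each other. The 32 apoptosis genes had 251 reads in the KHSRP library and 91 reads in the IgG library, with a median of 9.5 reads per gene, and the ratio had selected them. By the exact binomial test 4 of these 32 genes had a p under 0.05 and 0 passed after adjustment. Broader lists of genes were set before the deposited data were examined, but with Figure 4A and the ratios of Supplementary Table 1 in view. Their ratios are thus not independent of these data, with or without the genes of Figure 4A. Apoptosis regulators had 180 reads in the KHSRP library and 148 in the IgG library, a ratio of 1.24 (interval 0.990 to 1.55, exact binomial p = 0.0603, adjusted p = 0.262 over the lists). Their summed reads lay at percentile 97.7 among random lists matched on reads, above the central 95%. This was the only 1 of 20 lists with reads to lie outside, which can happen by chance, and the percentile was not adjusted over the lists. Of 26 members with reads, 8 lay above a log2 ratio of 1 at the floor of 0.1 and 0 below -1, against 504 and 480 of all 10716 RNAs. The list was written with the ratios above 1 in view. Without AIMP2 and CCAR1, which Figure 4A shows, the ratio was 1.13 (interval 0.891 to 1.43) at percentile 89.9, and leaving out genes chosen for a high ratio lowers it by itself. Splicing factors had 1126 and 1033 reads, a ratio of 1.11 (interval 1.02 to 1.21, exact binomial p = 0.0169, adjusted p = 0.136), and 1.09 (interval 0.998 to 1.19) without 3 genes of Figure 4A. SF3B4 had 17 and 8 reads. Translation initiation factors had 837 and 792 reads (ratio 1.08, interval 0.975 to 1.19), and 814 and 784 reads (ratio 1.06, interval 0.957 to 1.17) without 3 genes of Figure 4A. Mitochondrial ribosomal proteins had 198 and 196 reads (ratio 1.03, interval 0.839 to 1.26), and 179 and 194 reads (ratio 0.939, interval 0.762 to 1.16) without 4 genes of Figure 4A. The medians of the lists at the floor of 1 RPKM decide nothing, since 18 of the 20 lists with reads have a median of 0 there. At the authors' p under 1e-05 the deposited tables hold 41 terms for the RNAs above and 41 terms for the RNAs below, of which 20 are shared. Other terms in the authors' deposited tables were endoplasmic reticulum with 19 genes above and 52 genes below, Golgi apparatus with 26 and 35 genes, and vesicle-mediated transport with 8 and 16 genes, chosen after the tables were seen and without a test between the sides.

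**Figure D3:**
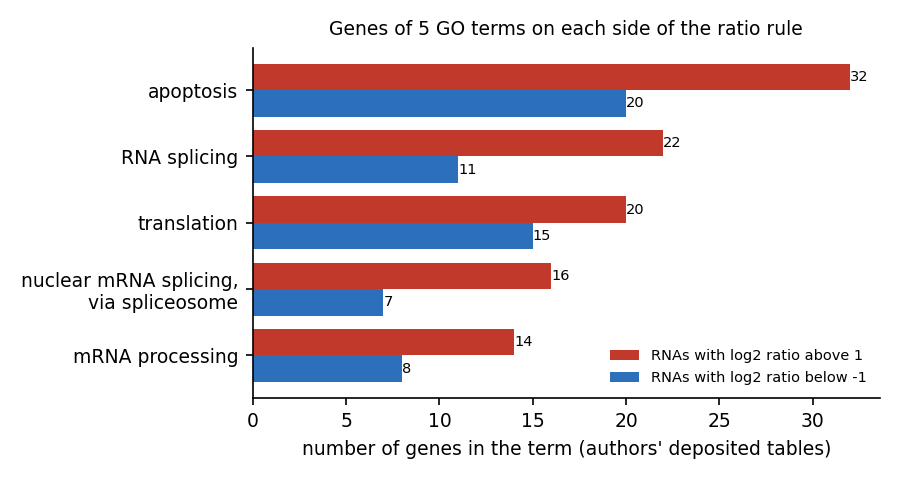
Bars give the number of genes in 5 GO terms, as the authors' deposited tables list them, for RNAs with a log2 ratio above 1 (red) and below -1 (blue). Each term holds genes on both sides, as 32 and 20 for apoptosis.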

To gain further insight into biological functionalities of KHSRP-bound RNAs, Gene Ontology (GO) analysis identified GO terms matched to the gene list (*p* < 10^−5^; Supplementary Table 2), and this GO set was significantly enriched with cellular functions relevant to apoptosis, RNA splicing, translation, nuclear mRNA splicing via spliceosome, and mRNA processing. The transcripts that matched any GO term related to these functions are listed in Figure 4A. 

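The 26 transcripts of Figure 4A had between 3 and 20 reads in the KHSRP library and between 0 and 9 reads in the IgG library. ARF6 had 9 and 4 reads, a ratio of 2.29 (interval 0.639 to 10.2, exact binomial p = 0.176). ARHGEF4 had 14 and 7 reads, a ratio of 2.04 (interval 0.769 to 5.96, exact binomial p = 0.131). The cell cycle and apoptosis regulator CCAR1 had 18 and 7 reads, a ratio of 2.62 (interval 1.04 to 7.41, exact binomial p = 0.0277). The multisynthetase complex gene AIMP2, the initiation factor gene EIF2B3 and the mitochondrial ribosomal protein gene MRPL18 had 7 and 1 reads each. MRPL16 had 5 and 0 reads, and MRPL15 and SNRNP40 had 4 and 0 reads each. The cleavage stimulation factor CSTF3 had 4 and 5 reads but an RPKM of 0.656 and 0.179, since the 2 libraries were given different transcript lengths for it. At the floor of 0.1 RPKM 26 of these transcripts had a log2 ratio above 1, with 1.19 for ARF6 and 1.03 for ARHGEF4, and at the floor of 1 RPKM 0 had. Of the 26, 6 had an exact binomial p under 0.05, 1 had an interval above 1, and 0 passed after adjustment over all RNAs. The transcripts were chosen by their ratio, so that these values are not an independent test of it. The paper states that it analyzed the function of KHSRP-bound snoRNAs, of which it tested SNORA18 and SNORA22, rather than of these mRNAs.

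**Figure D4:**
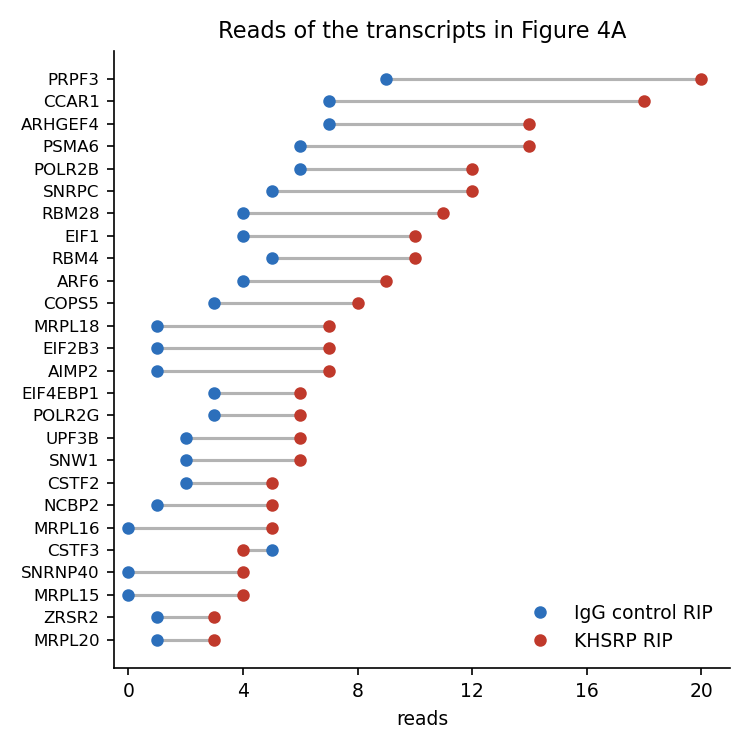
Points give the reads of each transcript of Figure 4A in the KHSRP RIP library (red) and in the IgG control RIP library (blue), joined by a line. The reads range from 3 to 20 with KHSRP and from 0 to 9 with IgG.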

We previously reported that overexpression of ADP-ribosylation factor 6 (ARF6) and Rho guanine nucleotide exchange factor 4 (ARHGEF4) in PDAC tissue correlates with PDAC-related survival and they promote motility and invasiveness of PDAC cells by increasing cell protrusions [19, 20]. Instead of focusing on the KHSRP-bound mRNAs, the present study showed the functional analysis of KHSRP-bound snoRNAs. Reverse transcription-PCR (RT-PCR) was performed to validate snoRNAs listed in Table 2 were immunoprecipitated with KHSRP (Figure 4B). *SNORA18* and *SNORA22* immunoprecipitated with anti-KHSRP antibody, whereas neither transcript immunoprecipitated with isotype control antibody.

**Table 2:** TOP10 RNAs that co-immunoprecipitate with KHSRP

Gene	Entrez Gene ID	Log ratio RPKM(KHSRP)/RPKM(control IgG)
*SCARNA21* *COX17* *SNORA38* *SNORA25* *SNORA18* *SNORA22* *SNORA14B* *SNORA71B* *SNORA71D* *SNORD97*	677763 10063 677820 684959 677805 677807 677802 26776 677840 692223	3.89 3.60 2.98 2.98 2.95 2.94 2.92 2.91 2.89 2.87

**Figure 4:**
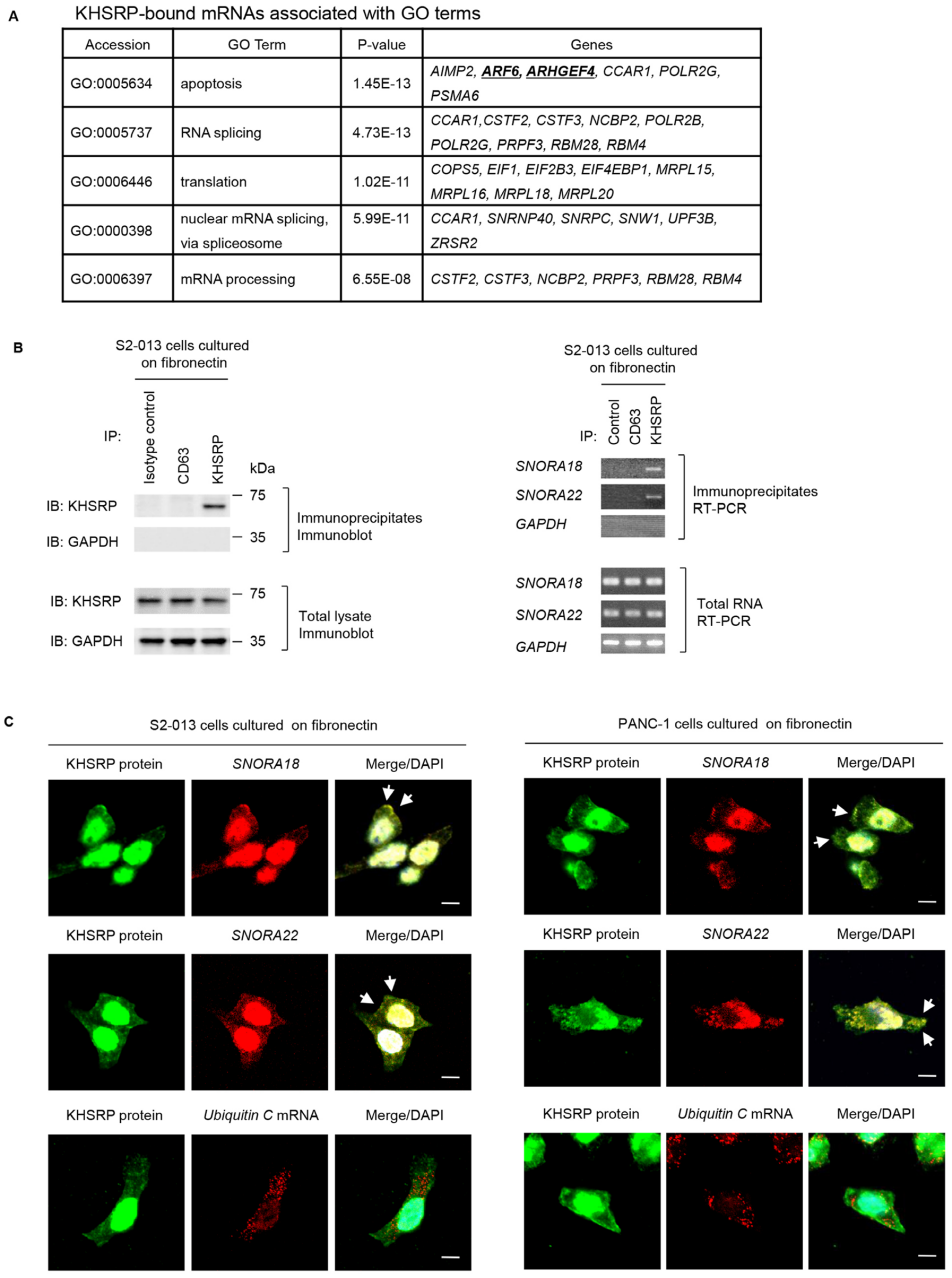
Ultrasequencing analysis of KHSRP-bound transcripts. (**A**) KHSRP-bound transcripts identified in RIP analysis and included in GO terms relevant to cell motility, invasiveness, and protrusions are shown. (**B**) Association between KHSRP and *SNORA18* or *SNORA22* in S2-013 cells cultured on fibronectin was tested via KHSRP-IP or control-IP and subsequent RT-PCR amplification of *SNORA18*, *SNORA22*, and *GAPDH* in the immunoprecipitate (right panels). Proteins in immunoprecipitates were examined on western blots probed with anti-KHSRP and anti-CD63 antibodies (left panels). Rabbit IgG isotype control antibody was used as a negative control for coimmunoprecipitation. (**C**) Colocalization of KHSRP protein (green) and *SNORA18* or *SNORA22* (red) in S2-013 and PANC-1 cells cultured on fibronectin. *Ubiquitin C* mRNA was used as a negative control for colocalization. Arrows, *SNORA18* and *SNORA22* colocalized with KHSRP in cell protrusions. Blue, DAPI staining. Bars, 10 µm.

Immunocytochemistry and RNA fluorescence *in situ* hybridization were used together to determine whether *SNORA18* and *SNORA22* colocalize with KHSRP within cytoplasmic granules of S2-013 cells cultured on fibronectin and showed these snoRNAs colocalized with KHSRP (Figure 4C). Control *ubiquitin C* mRNA did not colocalize with KHSRP in S2-013 cells cultured on fibronectin (Figure 4C).

### Roles of KHSRP in formation of cell protrusions

Confocal microscopy showed that peripheral actin structures were less abundant in *KHSRP* siRNA-transfected S2-013 cells than in scrambled control siRNA-transfected S2-013 cells grown on fibronectin (Figure 5A). Conversely, phalloidin-labeled actin structures were more abundant in the cytoplasm of cell bodies of *KHSRP* siRNA-transfected S2-013 cells than that of scrambled control siRNA-transfected S2-013 cells (Figure 5A). Transfection of a KHSRP-rescue construct renewed peripheral actin structures in *KHSRP* siRNA-transfected S2-013 cells (Figure 5B). Cell protrusions were significantly more abundant in *KHSRP* siRNA-transfected S2-013 cells carrying a *KHSRP-*rescue construct than in *KHSRP* siRNA-transfected S2-013 cells not carrying a *KHSRP-*rescue construct (Figure 5C). These results indicate that KHSRP induces rearrangement of peripheral actin to increase formation of cell protrusions.

**Figure 5:**
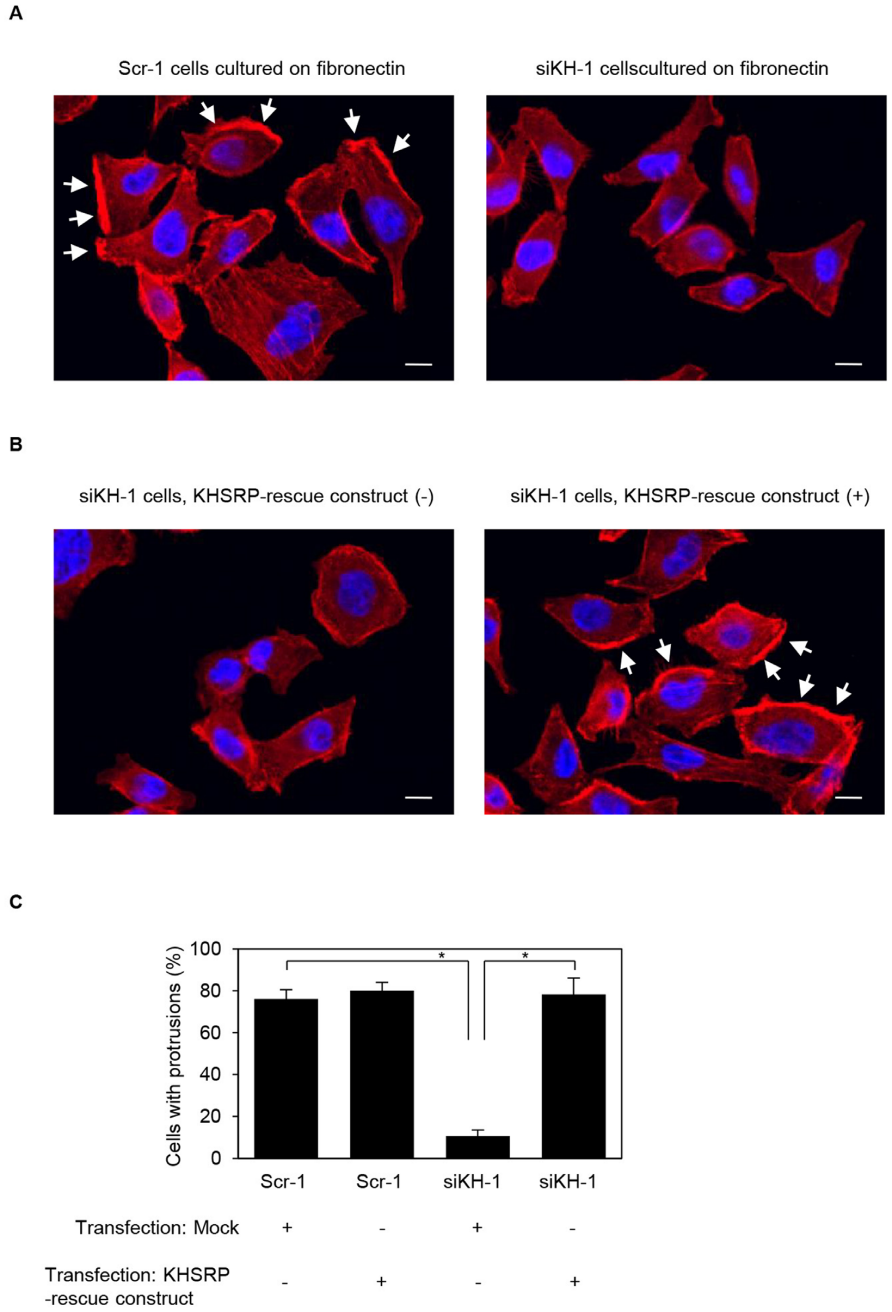
KHSRP associates with forming cell protrusions. (**A**) Confocal immunofluorescence microscopic images show phalloidin-labeled peripheral actin structures (red) and DAPI-labeled nuclei (blue) in scrambled control RNAi (Scr-1) S2-013 cells or *KHSRP* RNAi (siKH-1) S2-013 cells cultured on fibronectin. Arrows, cell protrusions. Bars, 10 µm. (**B**) Confocal immunofluorescence microscopic images. A myc-tagged KHSRP rescue construct was transiently transfected into *KHSRP* RNAi (siKH-1) S2-013 cells and incubated on fibronectin. Red, peripheral actin structures; blue, DAPI-labeled nuclei. Arrows, cell protrusions. Bars, 10 µm. (**C**) Quantification of data shown in Figure 5A and 5B. Values represent the number of cells with fibronectin-mediated cell protrusions in which peripheral actin structures were increased. All cells in four fields per group were scored. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared with Scr-1 or siKHSRP-1 transfected mock vector (Student’s *t*-test).

### Roles of KHSRP-bound snoRNAs in formation of cell protrusions

We previously reported that ARF6 and ARHGEF4 proteins, whose mRNAs are bound to an RNA-binding protein insulin-like growth factor 2 mRNA binding protein 3 (IGF2BP3), accumulate in cell protrusions and thereby contribute to cell protrusion formation in PDAC cells [19, 20]. To determine whether KHSRP-bound snoRNAs, *SNORA18* and *SNORA22*, participate in induction of membrane protrusions, we analyzed peripheral actin structures in membrane ruffles of S2-013 and PANC-1 cells transiently transfected with scrambled control siRNA, *SNORA18* siRNA, and *SNORA22* siRNA. Based on semi-quantitative RT-PCR data, 72 h after transfection, *SNORA18* and *SNORA22* expression was markedly higher in scrambled control siRNA-transfected S2-013 and PANC-1 cells cultured on fibronectin than in *SNORA18* siRNA-transfected or *SNORA22* siRNA-transfected S2-013 and PANC-1 cells cultured on fibronectin (Figures 6A, 7A). Confocal microscopy revealed that *SNORA18*- or *SNORA22*-knockdown in S2-013 and PANC-1 cells cultured on fibronectin decreased peripheral actin structures (Figures 6B, 7B and Figures 6C, 7C). Furthermore, *SNORA18*- and *SNORA22*-knockdown in S2-013 and PANC-1 cells cultured on fibronectin significantly inhibited formation of cell protrusions (Figures 6D, 7D). These results indicate that *SNORA18* and *SNORA22* play roles in formation of cell protrusions.

**Figure 6:**
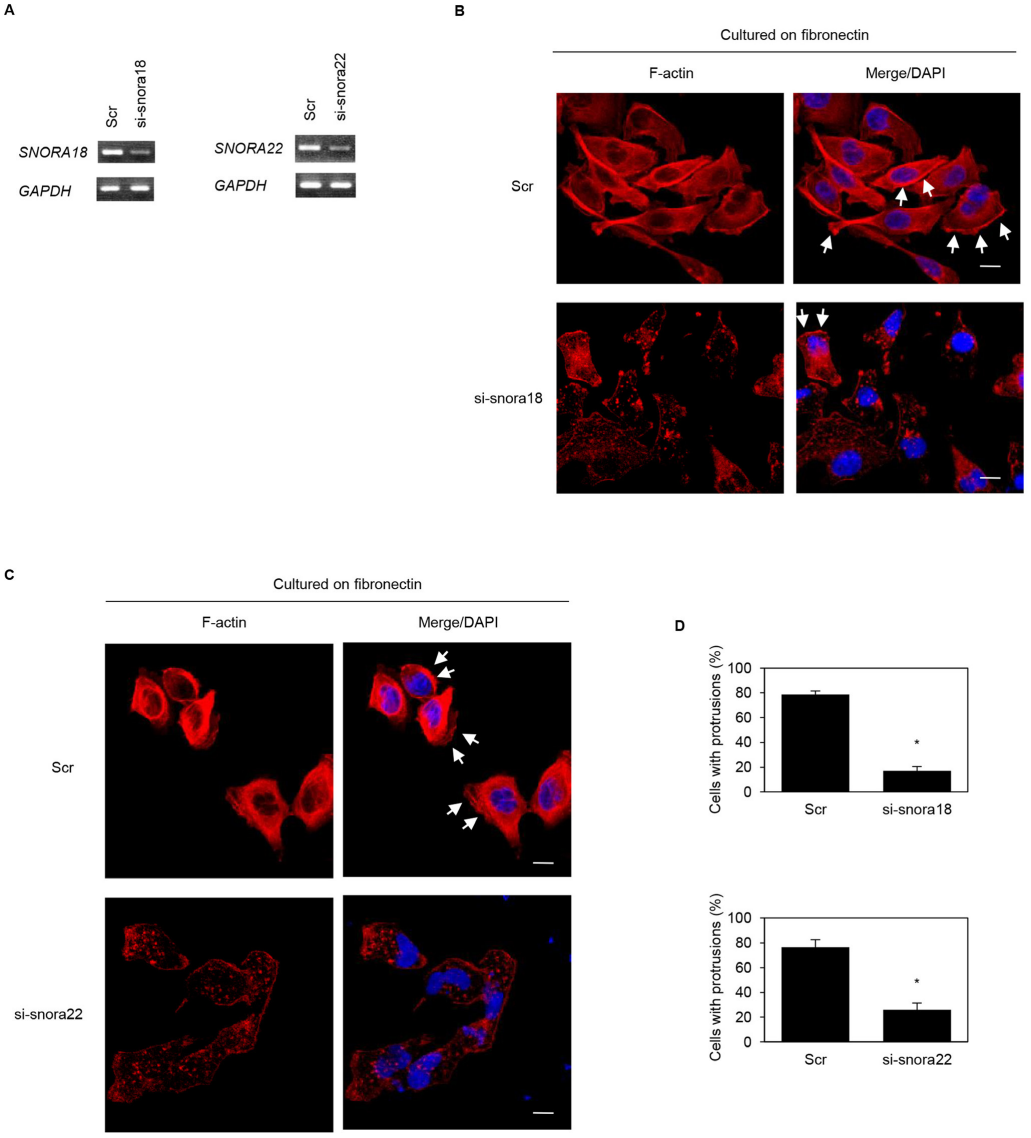
Roles of KHSRP-bound snoRNAs in forming cell protrusions in S2-013 cells. (**A**) siRNA oligonucleotides targeting *SNORA18* (si-snora18) and *SNORA22* (si-snora22) or negative control scrambled siRNAs (Scr) were transiently transfected into S2-013 cells. Semi-quantitative RT-PCR was performed using specific primer sets. (**B**, **C**) si-snora18, si-snora22, or Scr was transiently transfected into S2-013. After 48 h, cells were incubated on fibronectin. Actin filaments were labeled by phalloidin (red) and DAPI (blue). si-snora18-transfected S2-013 and si-snora22-transfected S2-013 cells are shown in (B) and (C), respectively. Arrows, cell protrusions. Bars, 10 µm. (**D**) Quantification of data shown in Figure 6B and 6C. Values represent the number of cells with fibronectin-mediated cell protrusions in which peripheral actin structures were increased. All cells in four fields per group were scored. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared with scrambled control siRNA-transfected S2-013 cells (Student’s *t*-test).

**Figure 7:**
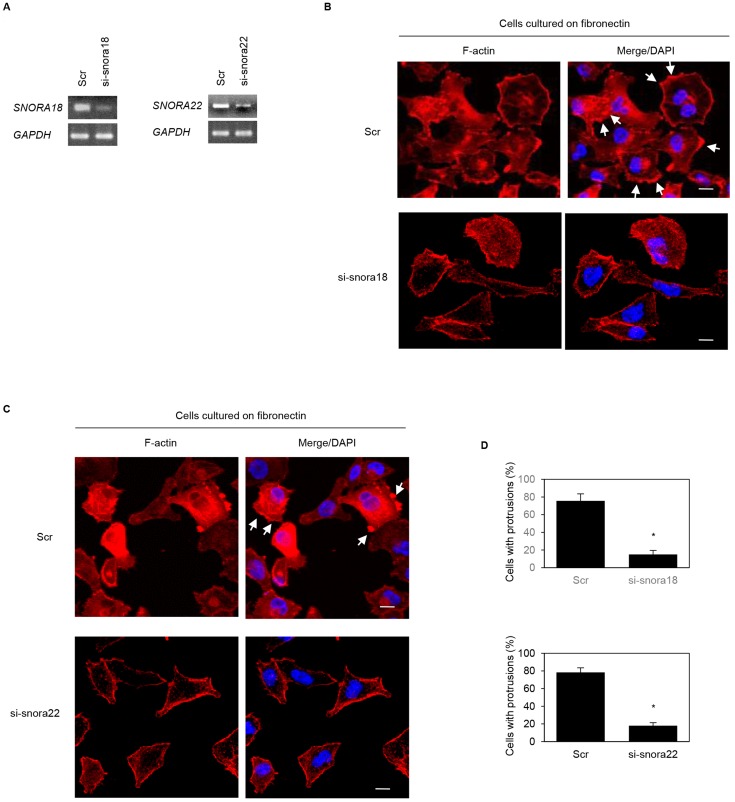
Roles of KHSRP-bound snoRNAs in forming cell protrusions in PANC-1 cells. (**A**) siRNA oligonucleotides targeting *SNORA18* (si-snora18) and *SNORA22* (si-snora22) or negative control scrambled siRNAs (Scr) were transiently transfected into PANC-1 cells. Semi-quantitative RT-PCR was performed using specific primer sets. (**B**, **C**) si-snora18, si-snora22, or Scr was transiently transfected into PANC-1. After 48 h, cells were incubated on fibronectin. Actin filaments were labeled by phalloidin (red) and DAPI (blue). si-snora18-transfected PANC-1 and si-snora22-transfected PANC-1 cells are shown in (B) and (C), respectively. Arrows, cell protrusions. Bars, 10 µm. (**D**) Quantification of data shown in Figure 7B and 7C. Values represent the number of cells with fibronectin-mediated cell protrusions in which peripheral actin structures were increased. All cells in four fields per group were scored. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared with scrambled control siRNA-transfected PANC-1 cells (Student’s *t*-test).

### Roles of KHSRP-bound snoRNAs in cell motility and invasiveness of PDAC cells

In transwell motility assays, motility of S2-013 cells and PANC-1 cells was significantly lower in *SNORA18*- or *SNORA22*-knockdown cells than in scrambled control cells (Figure 8A). In two-chamber invasion assays, invasiveness of S2-013 and PANC-1 cells was significantly lower in *SNORA18*- or *SNORA22*-knockdown cells than in scrambled control cells (Figure 8B). These results indicate that *SNORA18* and *SNORA22* associate with promotion of PDAC cell motility and invasiveness.

**Figure 8:**
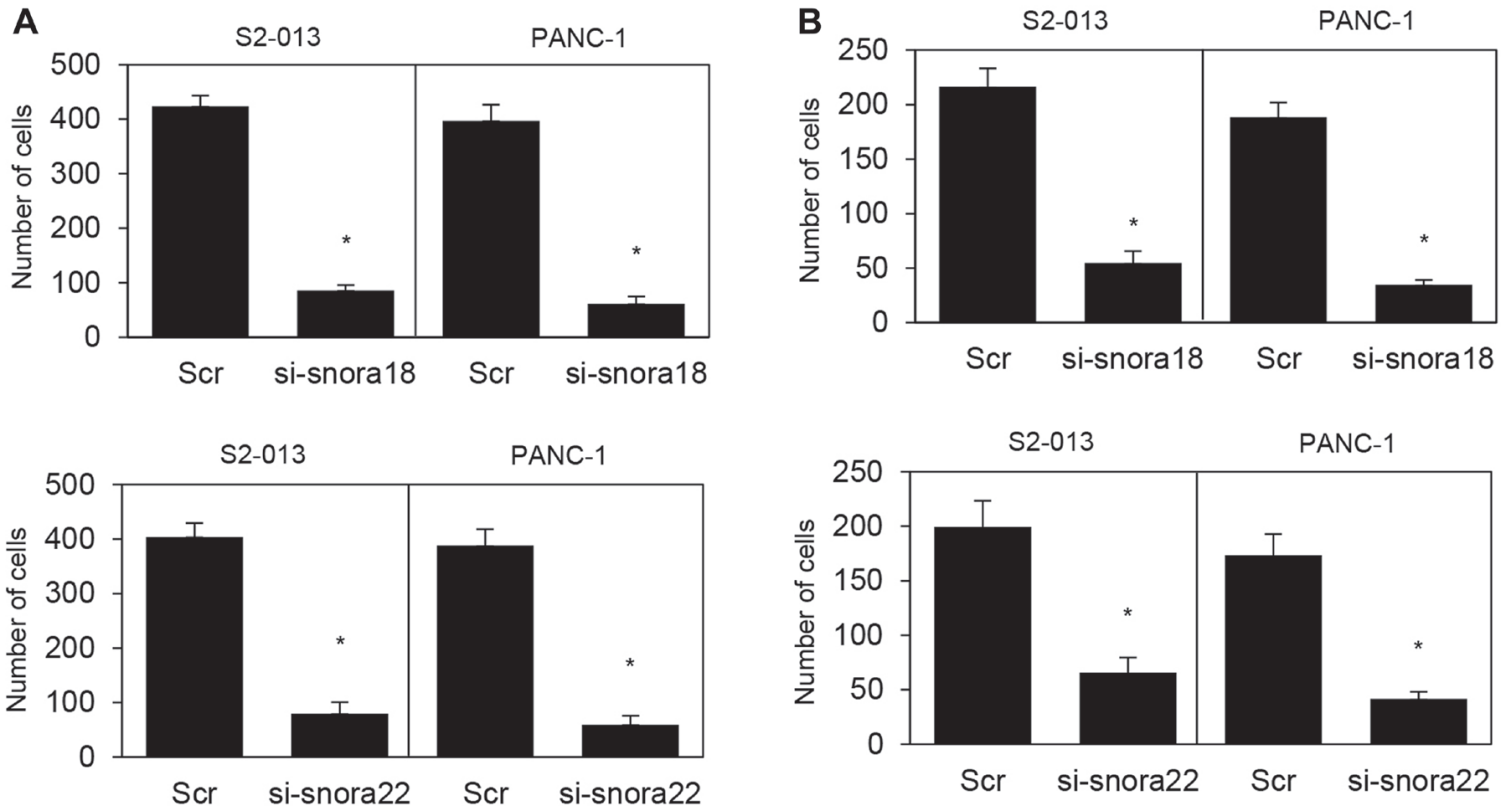
Roles of KHSRP-bound snoRNAs in cell motility and invasion. (**A**, **B**) si-snora18, si-snora22, or Scr was transiently transfected into S2-013 and PANC-1 cells. Motility (A) and two-chamber invasion (B) assays were performed. Migrating cells in four fields per group were scored. Data are derived from three independent experiments and expressed as mean ± SD. ^*^ *p* < 0.05 compared with scrambled control siRNA-transfected S2-013 cells (Student’s *t*-test).

### Effects of knockdown of SNORA18 and SNORA22 on invasiveness and metastasis in the orthotopic murine model of PDAC

*In vivo* imaging studies showed that scrambled control siRNA-folic acid (FA)-modified polyethylene glycol (PEG)-chitosan oligosaccharide lactate (COL) nanoparticles, which were intravenously injected into the orthotopic murine model of PDAC [19, 21], were taken up into PDAC cells in S2-013-derived PDAC tumor of the mouse pancreas [22]. To study the effects of *SNORA18* and *SNORA22* on invasiveness and metastasis *in vivo*, siRNA-FA-PEG-COL nanoparticles against *SNORA18* and *SNORA22* were intravenously injected into the orthotopic murine model of PDAC. On day 4 postimplantation of S2-013 cells into the pancreas of each mouse, nanoparticles against *SNORA18* and *SNORA22* or control solutions were intravenously injected into mice in each group. All mice received a total of five intravenous injections once a week. Six weeks after implantation, mice were euthanized, and hematoxylin and eosin staining was performed on sections of PDAC tissues, lung, and liver to determine the presence of retroperitoneum invasion, peritoneal dissemination, and metastasis to the liver and lung. Extensive peritoneal carcinomatosis was seen in 70% of mice in control groups (Figure 9A), and hematoxylin and eosin staining of S2-013-derived PDAC tumors showed adenocarcinoma with regional invasion of the retroperitoneum (Figure 9B). Hematoxylin and eosin staining of liver and lung metastases of control mice is shown in Figure 9C and 9D, respectively. siRNA-FA-PEG-COL nanoparticles against *SNORA18* and *SNORA22* significantly inhibited retroperitoneal invasion and lung metastasis compared with control groups (Table 3). Notably, siRNA-FA-PEG-COL nanoparticles against *SNORA18* strongly inhibited retroperitoneal invasion.

**Figure 9:**
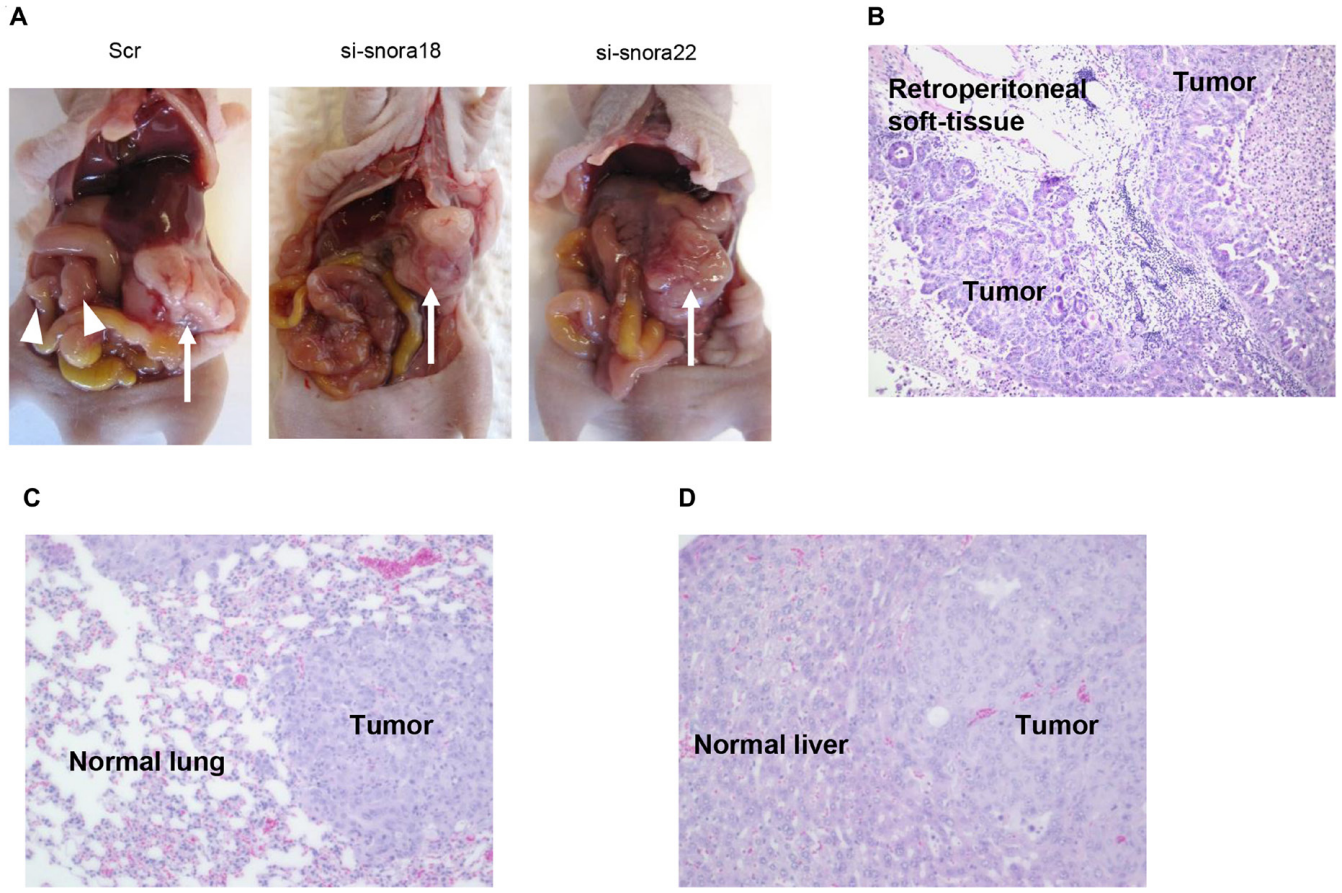
Knockdown effect of siRNA-FA-PEG-COL nanoparticles targeting KHSRP-bound snoRNAs on cell motility and invasion in the orthotopic murine model of PDAC. (**A**) Development of carcinomatosis in S2-013 tumor-bearing mice treated with scrambled control siRNA-FA-PEG-COL nanoparticles (Scr) and target siRNA-FA-PEG-COL nanoparticles against *SNORA18* (si-snora18) and *SNORA22* (si-snora22). Arrow, primary tumor; arrowheads, dissemination nodules in the abdominal cavity. (**B**–**D**) Hematoxylin and eosin staining of representative sections of S2-013-derived PDAC tumor tissues in mice treated with scrambled control siRNA-FA-PEG-COL nanoparticles showing areas of regional invasion of the retroperitoneum (B) and distant metastases to the lung (C) and liver (D). Original magnification: 200 ×.

**Table 3:** Effect of the target siRNA nanoparticles on invasiveness and metastasis *in vivo*

	Mice (*n*)	Peritoneal dissemination	Retroperitoneal invasion	Liver metastasis	Lung metastasis
PBS	11	8/11	9/11	6/11	6/11
Scrambled control siRNA-COL	10	6/10	9/10	4/10	8/10
Scrambled control siRNA-FA-PEG-COL nanoparticles	9	6/9	7/9	3/9	6/9
*SNORA18* siRNA-FA-PEG-COL nanoparticles	10	6/10	0/10^a^	5/10	2/10^a^
*SNORA22* siRNA-FA-PEG-COL nanoparticles	8	3/8	2/8^a^	2/8	3/8^a^

^a^ *p* < 0.05 compared to controls (PBS, FA-PEG-COL nanoparticles and scrambled control siRNA)

## DISCUSSION

Here, we found novel functions for KHSRP in PDAC cells. First, KHSRP prompts invasiveness and metastasis of PDAC cells. Second, KHSRP binds a specific set of snoRNAs in cytoplasmic P-bodies. Finally, siRNA-FA-PEG-COL nanoparticles targeting these KHSRP-bound snoRNAs inhibit PDAC invasion and metastasis.

SGs containing another RNA-binding protein, IGF2BP3, also accumulate in cell protrusions, which promote invasion and metastasis of PDAC cells via regulation of localized translation of IGF2BP3-bound mRNAs in cell protrusions [19]. Here, we found that KHSRP accumulated in cytoplasmic P-bodies but not in SGs of PDAC cells, indicating that KHSRP-bound snoRNAs could accumulate in P-bodies. siRNA and miRNA are involved in mRNA degradation or translational arrest in cytoplasmic P-bodies [23]. snoRNA U3-small nucleolar ribonucleoprotein complex shuttles between the nucleolus and cytoplasm [24]. The presence of box C/D snoRNAs in the cytoplasm raises the possibility that snoRNAs might target cytoplasmic RNAs [25]. These findings suggest that cytoplasmic snoRNAs have different roles in addition to ribosome biogenesis in the nucleolus. Thus, KHSRP-bound snoRNAs may be present in P-bodies as distinct complexes in PDAC cells. Future studies are needed to elucidate the mechanism by which KHSRP recognizes its different snoRNA targets in P-bodies of PDAC cells.

KHSRP is a novel Dishevelled-interacting protein, which is associated with Wnt/β-catenin signaling pathway element dishevelled segment polarity protein 3 (DVL3) and acts as a negative regulator of Wnt/β-catenin signaling through post-transcriptional regulation of *β-catenin* mRNA [26]. Deregulation of Wnt/β-catenin signaling is implicated in PDAC and promotes cell invasion and metastasis of PDAC [27]. Suppression of DVL3 enhances basal RAS-MEK-ERK activation and activates IGF signal transduction from the IGF1 receptor to RAS [28]. AKT phosphorylates KHSRP, and phosphorylated KHSRP binds to a molecular chaperone 14-3-3, which in turn decreases KHSRP’s ability to promote *β-catenin* mRNA decay [5]. We recently reported that coiled-coil domain containing 88A (CCDC88A) induces formation of membrane protrusions and increases migration and invasiveness of PDAC cells [29]. CCDC88A phosphorylation by AKT occurs at the leading edge, which is required for cancer cell invasion and metastasis [30]. These reports suggest that Wnt/β-catenin and AKT contribute to invasiveness and metastasis of PDAC cells, and both signaling pathways regulate KHSRP activity that promotes *β-catenin* mRNA decay. Therefore, post-transcriptional regulation of the KHSRP’s target mRNAs may play important roles in modulating the invasiveness and metastasis of PDAC cells. It is interesting to consider the possibility that KHSRP-bound snoRNAs post-transcriptionally regulate levels of target mRNAs, and in turn they promote invasiveness and metastasis of PDAC cells.

KHSRP interacts with a broad range of AU-rich sequences and recognizes a subset of AREs, recruiting the exosome and de-adenylation factors to mRNA targets for cell proliferation [2, 31]. The HuR-KHSRP complex downregulates *nucleophosmin* mRNA and induces commitment of muscle cells to myogenesis [32]. p38-mediated phosphorylation of KHSRP post-transcriptionally downregulates *utrophin A* mRNA in skeletal muscle and may also enhance muscle regeneration [33]. The present study showed that KHSRP-bound snoRNAs associated with formation of cell protrusions and promotion of PDAC cell motility and invasion. KHSRP destabilizes mRNAs such as *myogenin* through direct binding to a long noncoding RNA H19 in the cytoplasm [34]. We hypothesize that KHSRP-snoRNA complexes can recognize a specific set of mRNAs to promote PDAC cell invasion and metastasis. KHSRP binds to the terminal loop of target miRNA precursors and induces their maturation [35]. This mechanism is required for post-translational regulation of target mRNAs of KHSRP-miRNA complexes that affect specific biological processes, including proliferation, apoptosis, and differentiation [35]. snoRNAs are linked to lipotoxicity [36]. Protein kinase RNA-activated (PKR) binds to snoRNAs during cellular metabolic stress, and snoRNAs activate PKR during metabolic stress [37]. Future studies are needed to delineate the mechanism that links KHSRP to the machinery regulating maturation of snoRNAs and determine whether KHSRP-snoRNA complexes contribute to target mRNA decay in P-bodies of PDAC cells.

The data presented herein showed that siRNA-FA-PEG-COL nanoparticles against *SNORA18* and *SNORA22* significantly inhibited regional invasion of the retroperitoneum and peritoneal dissemination. Moreover, siRNA-FA-PEG-COL nanoparticles against *SNORA18* strongly inhibited retroperitoneal invasion. Thus, these siRNA nanoparticles could be useful for discovering better approaches for patients with PDAC. The functional importance of the association of KHSRP with snoRNAs mediated regulation of the invasiveness and metastasis in PDAC cells suggests that inhibition of KHSRP expression, binding of KHSRP with snoRNAs, or expression of KHSRP-bound snoRNAs such as *SNORA18* and *SNORA22* may be effective for PDAC targeted molecular therapy.

## MATERIALS AND METHODS

### Antibodies

Anti-KHSRP antibody (ab140648) was purchased from Abcam (Cambridge, MA, USA). Anti-G3BP monoclonal antibody (611126) was purchased from BD Transduction Laboratory (Palo Alto, CA, USA). Anti-c-myc (sc-40) and anti-Ge-1/HEDLS (sc-8418) antibodies were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA).

### Cell culture and reagents

The human PDAC cell line S2-013, a subline of SUIT-2, was donated by Dr. Michael Hollingsworth at the University of Nebraska (Omaha, NE, USA). The human PDAC cell line PANC-1 was obtained from the American Type Culture Collection (Manassas, VA, USA). All cells were maintained in Dulbecco’s modified Eagle’s medium (Gibco; Thermo Fisher Scientific, Inc., Waltham, MA, USA) containing 10% fetal calf serum (Gibco) at 37°C.

### Generation of a S2-013 cell line that stably expresses KHSRP siRNA

S2-013 cells, in which KHSRP expression was stably suppressed by vector-based expression of a *KHSRP* siRNA (TR311984; OriGene Technologies, Rockville, MD, USA), were generated as detailed previously [19]. Cells were used only when suppression of KHSRP expression had been validated via western blot analysis.

### KHSRP-rescue construct

RT-PCR of total RNA extracted from S2-013 cells was used to amplify the entire coding sequence of *KHSRP* cDNA. The resultant PCR product was cloned into pCMV6-Entry vector (OriGene Technologies Inc.) bearing a C-terminal myc-DDK tag. Transient transfection of the resultant KHSRP-rescue construct was carried out using X-tremeGENE HP DNA Transfection Reagent (Roche Applied Science, Penzberg, Germany) at room temperature. Transfected cells were assayed typically 2 days following transfection.

### Immunoblotting analysis of cell lysates

Total cell lysates were extracted using lysis buffer [Tris-HCl (pH 7.4), sodium dodecyl sulfate (SDS), mercaptoethanol, and glycerol]. Protein concentrations were determined using Takara Bradford Protein Assay kit (T9310A; Takara Bio, Shiga, Japan), and an equal amount of protein (10 µg) was separated on a 4–20% gradient SDS-PAGE (TEFCO, Tokyo, Japan). Proteins were transferred using a Trans-Blot Turbo RTA Mini LF PVDF Transfer kit (170-4274; Bio-Rad Laboratories, Hercules, CA, USA) to a Trans-Blot Turbo Mini-size LF polyvinylidene difluoride membrane (Bio-Rad Laboratories) and blocked with 5% non-fat dry milk in Tris-buffered saline [10 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.1% Tween-20] for 1 h at room temperature. Membranes were then incubated with anti-KHSRP and anti-myc primary antibodies at dilutions of 1:1,000 in 5% non-fat dry milk in Tris-buffered saline overnight at 4°C. Following incubation with appropriate secondary antibodies conjugated with horseradish peroxidase (sc-2004, sc-2005; Santa Cruz Biotechnology) at dilutions of 1:2,000 for 1 h at room temperature, immunoreactive bands were visualized using the ECL Plus kit (GE Healthcare, Chicago, IL, USA) according to the manufacturer’s instructions.

### Immunoprecipitation

Immunoprecipitation was performed as described previously [38].

### RNA immunoprecipitation, next-generation sequencing, and bioinformatics analysis

RIP-sequencing and bioinformatics analysis were performed as described previously [19]. Purified RNAs obtained via RIP were subjected to reverse transcription with StrataScript reverse transcriptase (Agilent, La Jolla, CA, USA) and random primers. We prepared appropriate dilutions of each single-stranded cDNA for subsequent PCR amplification; *GAPDH* was used as an internal quantitative control. 

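Few RNAs with many reads lay past a log2 ratio of 1. At the floor of 0.1 RPKM, 368 of 5584 RNAs with at least 5 reads in both libraries together lay above 1 and 352 lay below -1. With at least 10 reads these were 186 and 188 of 3278 RNAs, with at least 20 reads 45 and 53 of 1650 RNAs, and with at least 50 reads 1 and 4 of 531 RNAs. With at least 100 reads, 198 RNAs such as GAPDH, ACTB and NPM1 remained, and 0 lay on either side. GAPDH had 377 reads in the KHSRP library and 361 in the IgG library, a ratio of 1.06 (interval 0.917 to 1.23). When RNAs at 0 in either library were left out and no floor was used, 1205 RNAs lay above 1 and 874 below -1, the highest numbers of any rule tried. With 0.1 RPKM added to both libraries in place of a floor, the numbers were 493 and 618. None of the RNAs above 1 at the floor of 1 RPKM passed the exact binomial test after adjustment (0 of 4).

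**Figure D5:**
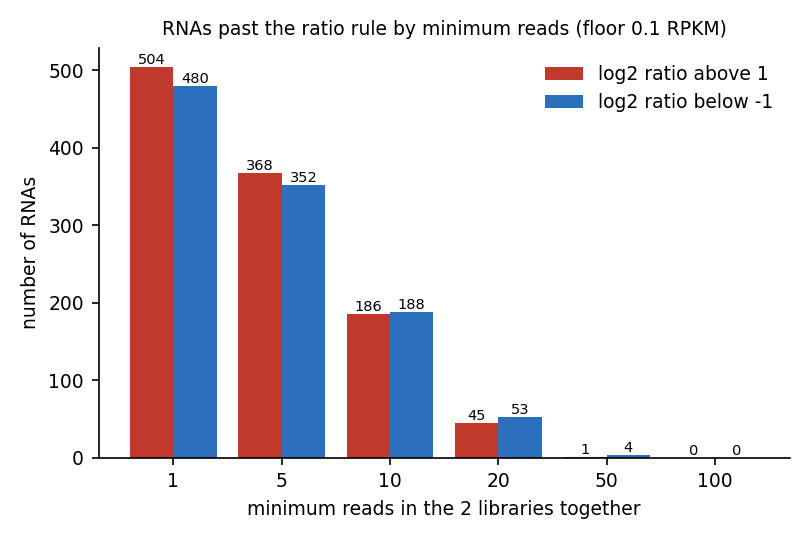
Bars give the number of RNAs with a log2 ratio above 1 (red) and below -1 (blue) at the floor of 0.1 RPKM, by the minimum number of reads in both libraries together on the x axis. Each minimum leaves fewer RNAs, from 10716 at 1 read (504 above and 480 below) to 198 at 100 reads (0 and 0).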

We regarded transcripts with a log_2_ ratio (RPKM from KHSRP sample/RPKM from isotype control sample) > 1.0 as transcripts that potentially bound KHSRP (2,826 genes). GO analyses were performed for genes represented by KHSRP-bound transcripts. Statistically significant biological process terms were obtained using Pathway Studio (Ariadne Genomics, Inc., Rockville, MD, USA) [39] by World Fusion Co., Ltd (Tokyo, Japan).

### Immunofluorescence with RNA fluorescence *in situ* hybridization

The QuantiGene ViewRNA plate-based assay kit (Panomics, Santa Clara, CA, USA) was used according to the manufacturer’s recommendations with some modifications [40] to perform fluorescence *in situ* hybridization to target RNAs. Fibronectin-stimulated S2-013 cells were fixed in 8% formaldehyde, dehydrated in an ethanol series (50%, 70%, 100%), and held at 4°C overnight. Cells were then rehydrated, permeabilized, and hybridized as recommended. snoRNA targets were *SNORA18* and *SNORA22* (Panomics), and reference RNA was *ubiquitin C* (Panomics). After *in situ* hybridization, sections were washed in PBS, blocked for 1 h with blocking buffer (4% goat serum in PBS), and incubated for 3 h at room temperature with anti-KHSRP antibody in blocking buffer. Secondary antibodies in blocking buffer were applied to the samples for 30 min at room temperature, nuclei were stained for 3 min with DAPI, and samples were mounted in Aqua-Poly/Mount (Polysciences, Warrington, PA, USA). Confocal fluorescence images were captured with a Zeiss LSM 510 META microscope (Gottingen, Germany).

### siRNA treatment

Mixtures of four different siRNA oligonucleotides that targeted *SNORA18* or *SNORA22* were purchased from Qiagen (FlexiTube GeneSolution: 3046499 and 2650095, respectively; Valencia, CA), and mixtures of four different scrambled negative control siRNA oligonucleotides were purchased from Santa Cruz Biotechnology (37007). To examine the effect of a siRNA on *SNORA18* or *SNORA22* expression, S2-013 cells were plated in six-well plates. After 20 h, cells were transfected with 80 pmol of siRNA in siRNA transfection reagent (Qiagen) following the manufacturer’s instructions. After 48-h incubation, cells were used for immunocytochemistry, transwell motility assays, or Matrigel invasion assays.

### Semi-quantitative RT-PCR

Total RNAs were extracted from each cell line using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s recommendations, treated with DNase I (Roche Applied Science), and reversely transcribed into single-stranded cDNAs using StrataScript reverse transcriptase (Agilent) and random primers. We prepared appropriate dilutions of each single-stranded cDNA for subsequent PCR amplification by monitoring *GAPDH* as a quantitative control. All reactions involved initial denaturation at 94°C for 2 min followed by 21 cycles (for *GAPDH*) or 28 cycles (for targets) at 94°C for 30 s, 58°C for 30 s, and 72°C for 1 min, on a GeneAmp PCR system 9700 (PE Applied Biosystems, Foster, CA, USA).

### Confocal immunofluorescence microscopy

Immunocytochemistry was carried out as described previously [21, 22].

### Transwell motility assay

Transwell motility assay was carried out, as detailed previously [19].

### Matrigel invasion assay

Matrigel invasion assay was carried out as described previously [19].

### Synthesis of the FA-PEG-COL conjugate

The FA-PEG-COL conjugate was synthesized as described previously [41].

### Fabrication of nanoparticles

Fabrication of nanoparticles was carried out as described previously [41].

### Preparation of siRNA-loaded COL and FA-PEG-COL nanoparticles

siRNAs against *SNORA18* (5′-UUUACUUUACUCACAGGACUA-3′), *SNORA22* (5′-CUUGGCUUUGACCCUGUGCUA-3′), and a scrambled control siRNA (5′-UUCUCCGAACGUGUCACGUAU-3′) were synthesized by GeneDesign (Osaka, Japan). siRNA-loaded COL and FA-PEG-COL nanoparticles were synthesized as described previously [22].

### Mice and orthotopic implantation of tumor cells

Orthotopic tumor induction was performed as described previously [19, 21]. All experiments were performed in accordance with the Institutional Animal Care and Use Committee guidelines of Kochi University. Six-week-old immunocompetent female BALB/cSlc-*nu/nu* mice were obtained from Japan SLC, Inc. (Shizuoka, Japan). Cells (8.0 × 10^5^) in a total volume of 10 µL consisting of equal volumes of PBS were surgically and slowly injected into the head of the pancreas under avertin (0.375 g/kg intraperitoneally) anesthesia. Each mouse was euthanized 42 days after the respective implantation. The presence of tumor invasion into the retroperitoneum and of metastatic lesions in the lung and liver was analyzed by hematoxylin and eosin staining. Pancreatic tumors were excised, examined, and weighed.

In experiments using siRNA-loaded COL and FA-PEG-COL nanoparticles, mice were treated with siRNA-loaded FA-PEG-COL nanoparticles once per week for 6 weeks as detailed previously [22].

### Statistical analysis

The significance of differences between groups was determined using the two-tailed Student’s *t*-test or Fisher’s exact test, as appropriate. Statistical analyses were conducted using GraphPad Prism software (version 6.0, GraphPad Software, Inc., La Jolla, CA). For all analyses, *p* < 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIALS

## Abbreviations

PDAC: pancreatic ductal adenocarcinoma
KHSRP: KH-type splicing regulatory protein
ARE: AU-rich element
P-body: processing body
miRNA: microRNA
snoRNA: small nucleolar RNA
RT-PCR: reverse transcription-PCR
FA-PEG-COL: folic acid-modified polyethylene glycol-chitosan oligosaccharide lactate

## References

[1] Kiebler MA , Des Groseillers L . Molecular insights into mRNA transport and local translation in the mammalian nervous system. Neuron. 2000; 25:19–28. 10.1016/S0896-6273(00)80868-5. 10707969

[2] Chen CY , Gherzi R , Ong SE , Chan EL , Raijmakers R , Pruijn GJ , Stoecklin G , Moroni C , Mann M , Karin M . AU binding proteins recruit the exosome to degrade ARE-containing mRNAs. Cell. 2001; 107:451–464. 10.1016/S0092-8674(01)00578-5. 11719186

[3] Briata P , Chen CY , Giovarelli M , Pasero M , Trabucchi M , Ramos A , Gherzi R . KSRP, many functions for a single protein. Front Biosci. 2011; 16:1787–1796. 10.2741/3821. 21196264

[4] Briata P , Forcales SV , Ponassi M , Corte G , Chen CY , Karin M , Puri PL , Gherzi R . p38-dependent phosphorylation of the mRNA decay-promoting factor KSRP controls the stability of select myogenic transcripts. Mol Cell. 2005; 20:891–903. 10.1016/j.molcel.2005.10.021. 16364914

[5] Gherzi R , Trabucchi M , Ponassi M , Ruggiero T , Corte G , Moroni C , Chen CY , Khabar KS , Andersen JS , Briata P . The RNA-binding protein KSRP promotes decay of beta-catenin mRNA and is inactivated by PI3K-AKT signaling. PLoS Biol. 2006; 5:e5. 10.1371/journal.pbio.0050005. 17177604PMC1702562

[6] Trabucchi M , Briata P , Garcia-Mayoral M , Haase AD , Filipowicz W , Ramos A , Gherzi R , Rosenfeld MG . The RNA-binding protein KSRP promotes the biogenesis of a subset of microRNAs. Nature. 2009; 459:1010–1014. 10.1038/nature08025. 19458619PMC2768332

[7] Min H , Turck CW , Nikolic JM , Black DL . A new regulatory protein, KSRP, mediates exon inclusion through an intronic splicing enhancer. Genes Dev. 1997; 11:1023–1036. 10.1101/gad.11.8.1023. 9136930

[8] Huang S . Review: perinucleolar structures. J Struct Biol. 2000; 129:233–240. 10.1006/jsbi.2000.4247. 10806073

[9] Hoek KS , Kidd GJ , Carson JH , Smith R . hnRNP A2 selectively binds the cytoplasmic transport sequence of myelin basic protein mRNA. Biochemistry. 1998; 37:7021–7029. 10.1021/bi9800247. 9578590

[10] Kiebler MA , Hemraj I , Verkade P , Köhrmann M , Fortes P , Marión RM , Ortín J , Dotti CG . The mammalian staufen protein localizes to the somatodendritic domain of cultured hippocampal neurons: implications for its involvement in mRNA transport. J Neurosci. 1999; 19:288–297. 10.1523/JNEUROSCI.19-01-00288.1999. 9870958PMC6782358

[11] Hall MP , Huang S , Black DL . Differentiation-induced colocalization of the KH-type splicing regulatory protein with polypyrimidine tract binding protein and the c-src pre-mRNA. Mol Biol Cell. 2004; 15:774–786. 10.1091/mbc.e03-09-0692. 14657238PMC329392

[12] Gu W , Pan F , Zhang H , Bassell GJ , Singer RH . A predominantly nuclear protein affecting cytoplasmic localization of β-actin mRNA in fibroblasts and neurons. J Cell Biol. 2002; 156:41–51. 10.1083/jcb.200105133. 11781334PMC2173579

[13] Shestakova EA , Singer RH , Condeelis J . The physiological significance of beta -actin mRNA localization in determining cell polarity and directional motility. Proc Natl Acad Sci U S A. 2001; 98:7045–7050. 10.1073/pnas.121146098. 11416185PMC34620

[14] Loreni F , Mancino M , Biffo S . Translation factors and ribosomal proteins control tumor onset and progression: how? Oncogene. 2014; 33:2145–2156. 10.1038/onc.2013.153. 23644661

[15] Liu J , Valencia-Sanchez MA , Hannon GJ , Parker R . MicroRNA-dependent localization of targeted mRNAs to mammalian P-bodies. Nat Cell Biol. 2005; 7:719–723. 10.1038/ncb1274. 15937477PMC1855297

[16] Teixeira D , Sheth U , Valencia-Sanchez MA , Brengues M , Parker R . Processing bodies require RNA for assembly and contain non-translating mRNAs. RNA. 2005; 11:371–382. 10.1261/rna.7258505. 15703442PMC1370727

[17] Kedersha N , Anderson P . Mammalian stress granules and processing bodies. Methods Enzymol. 2007; 431:61–81. 10.1016/S0076-6879(07)31005-7. 17923231

[18] Yu JH , Yang WH , Gulick T , Bloch KD , Bloch DB . Ge-1 is a central component of the mammalian cytoplasmic mRNA processing body. RNA. 2005; 11:1795–1802. 10.1261/rna.2142405. 16314453PMC1370868

[19] Taniuchi K , Furihata M , Hanazaki K , Saito M , Saibara T . IGF2BP3-mediated translation in cell protrusions promotes cell invasiveness and metastasis of pancreatic cancer. Oncotarget. 2014; 5:6832–6845. 10.18632/oncotarget.2257. 25216519PMC4196166

[20] Taniuchi K , Furihata M , Naganuma S , Saibara T . ARHGEF4 predicts the poor prognosis and promotes cell invasion by influencing ERK1/2 and GSK-3α/β signaling in pancreatic cancer. Int J Oncol. 2018; 53:2224–2240. 10.3892/ijo.2018.4549. 30226582

[21] Taniuchi K , Nishimori I , Hollingsworth MA . Intracellular CD24 inhibits cell invasion by posttranscriptional regulation of BART through interaction with G3BP. Cancer Res. 2011; 71:895–905. 10.1158/0008-5472.CAN-10-2743. 21266361

[22] Taniuchi K , Yawata T , Tsuboi M , Ueba T , Saibara T . Efficient delivery of small interfering RNAs targeting particular mRNAs into pancreatic cancer cells inhibits invasiveness and metastasis of pancreatic tumors. Oncotarget. 2019; 10:2869–2886. 10.18632/oncotarget.26880. 31080558PMC6499602

[23] Jakymiw A , Pauley KM , Li S , Ikeda K , Lian S , Eystathioy T , Satoh M , Fritzler MJ , Chan EK . The role of GW/P-bodies in RNA processing and silencing. J Cell Sci. 2007; 120:1317–1323. 10.1242/jcs.03429. 17401112

[24] Leary DJ , Terns MP , Huang S . Components of U3 snoRNA-containing complexes shuttle between nuclei and the cytoplasm and differentially localize in nucleoli: implications for assembly and function. Mol Biol Cell. 2004; 15:281–293. 10.1091/mbc.e03-06-0363. 14565981PMC307547

[25] Holley CL , Li MW , Scruggs BS , Matkovich SJ , Ory DS , Schaffer JE . Cytosolic accumulation of small nucleolar RNAs (snoRNAs) is dynamically regulated by NADPH oxidase. J Biol Chem. 2015; 290:11741–11748. 10.1074/jbc.M115.637413. 25792744PMC4416874

[26] Bikkavilli RK , Malbon CC . Dishevelled-KSRP complex regulates Wnt signaling through post-transcriptional stabilization of beta-catenin mRNA. J Cell Sci. 2010; 123:1352–1362. 10.1242/jcs.056176. 20332102PMC2848118

[27] Pai P , Rachagani S , Dhawan P , Batra SK . Mucins and Wnt/β-catenin signaling in gastrointestinal cancers: an unholy nexus. Carcinogenesis. 2016; 37:223–232. 10.1093/carcin/bgw005. 26762229PMC5014091

[28] Gao S , Bajrami I , Verrill C , Kigozi A , Ouaret D , Aleksic T , Asher R , Han C , Allen P , Bailey D , Feller S , Kashima T , Athanasou N , et al. Dsh homolog DVL3 mediates resistance to IGFIR inhibition by regulating IGF-RAS signaling. Cancer Res. 2014; 74:5866–5877. 10.1158/0008-5472.CAN-14-0806. 25168481

[29] Tanouchi A , Taniuchi K , Furihata M , Naganuma S , Dabanaka K , Kimura M , Watanabe R , Kohsaki T , Shimizu T , Saito M , Hanazaki K , Saibara T . CCDC88A, a prognostic factor for human pancreatic cancers, promotes the motility and invasiveness of pancreatic cancer cells. J Exp Clin Cancer Res. 2016; 35:190. 10.1186/s13046-016-0466-0. 27919290PMC5139074

[30] Kitamura T , Asai N , Enomoto A , Maeda K , Kato T , Ishida M , Jiang P , Watanabe T , Usukura J , Kondo T , Costantini F , Murohara T , Takahashi M . Regulation of VEGF-mediated angiogenesis by the Akt/PKB substrate Girdin. Nat Cell Biol. 2008; 10:329–337. 10.1038/ncb1695. 18264090

[31] Gherzi R , Lee KY , Briata P , Wegmüller D , Moroni C , Karin M , Chen CY . A KH domain RNA binding protein, KSRP, promotes ARE-directed mRNA turnover by recruiting the degradation machinery. Mol Cell. 2004; 14:571–583. 10.1016/j.molcel.2004.05.002. 15175153

[32] Cammas A , Sanchez BJ , Lian XJ , Dormoy-Raclet V , van der Giessen K , López de Silanes I , Ma J , Wilusz C , Richardson J , Gorospe M , Millevoi S , Giovarelli M , Gherzi R , et al. Destabilization of nucleophosmin mRNA by the HuR/KSRP complex is required for muscle fibre formation. Nat Commun. 2014; 5:4190. 10.1038/ncomms5190. 24969639PMC4074165

[33] Amirouche A , Tadesse H , Lunde JA , Bélanger G , Côté J , Jasmin BJ . Activation of p38 signaling increases utrophin A expression in skeletal muscle via the RNA-binding protein KSRP and inhibition of AU-rich element-mediated mRNA decay: implications for novel DMD therapeutics. Hum Mol Genet. 2013; 22:3093–3111. 10.1093/hmg/ddt165. 23575223

[34] Giovarelli M , Bucci G , Ramos A , Bordo D , Wilusz CJ , Chen CY , Puppo M , Briata P , Gherzi R . H19 long noncoding RNA controls the mRNA decay promoting function of KSRP. Proc Natl Acad Sci U S A. 2014; 111:E5023–E5028. 10.1073/pnas.1415098111. 25385579PMC4250097

[35] Connerty P , Bajan S , Remenyi J , Fuller-Pace FV , Hutvagner G . The miRNA biogenesis factors, p72/DDX17 and KHSRP regulate the protein level of Ago2 in human cells. Biochim Biophys Acta. 2016; 1859:1299–1305. 10.1016/j.bbagrm.2016.07.013. 27478153

[36] Michel CI , Holley CL , Scruggs BS , Sidhu R , Brookheart RT , Listenberger LL , Behlke MA , Ory DS , Schaffer JE . Small nucleolar RNAs U32a, U33, and U35a are critical mediators of metabolic stress. Cell Metab. 2011; 14:33–44. 10.1016/j.cmet.2011.04.009. 21723502PMC3138526

[37] Youssef OA , Safran SA , Nakamura T , Nix DA , Hotamisligil GS , Bass BL . Potential role for snoRNAs in PKR activation during metabolic stress. Proc Natl Acad Sci U S A. 2015; 112:5023–5028. 10.1073/pnas.1424044112. 25848059PMC4413318

[38] Taniuchi K , Furihata M , Naganuma S , Dabanaka K , Hanazaki K , Saibara T . Podocalyxin-like protein, linked to poor prognosis of pancreatic cancers, promotes cell invasion by binding to gelsolin. Cancer Sci. 2016; 107:1430–1442. 10.1111/cas.13018. 27461278PMC5084665

[39] Novichkova S , Egorov S , Daraselia N . MedScan, a natural language processing engine for MEDLINE abstracts. Bioinformatics. 2003; 19:1699–1706. 10.1093/bioinformatics/btg207. 12967967

[40] Taylor AM , Dieterich DC , Ito HT , Kim SA , Schuman EM . Microfluidic local perfusion chambers for the visualization and manipulation of synapses. Neuron. 2010; 66:57–68. 10.1016/j.neuron.2010.03.022. 20399729PMC2879052

[41] Li TS , Yawata T , Honke K . Efficient siRNA delivery and tumor accumulation mediated by ionically cross-linked folic acid-poly(ethylene glycol)-chitosan oligosaccharide lactate nanoparticles: for the potential targeted ovarian cancer gene therapy. Eur J Pharm Sci. 2014; 52:48–61. 10.1016/j.ejps.2013.10.011. 24178005

# Supplementary material for: KHSRP-bound small nucleolar RNAs associate with promotion of cell invasiveness and metastasis of pancreatic cancer
**Source:** Oncotarget. 2020 Jan 14;11(2):131–47. doi: 10.18632/oncotarget.27413
**Supplement:** Supplementary file 1

KHSRP-bound small nucleolar RNAs associate with promotion of cell invasiveness and metastasis of pancreatic cancer

SUPPLEMENTARY MATERIALS

Supplementary Table 1: RNAs that co-immunoprecipitate with KHSRP. See Supplementary Table 1

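Supplementary Table 1 lists each RNA with the log2 ratio of its RPKM in the KHSRP library over its RPKM in the IgG library, so that a value of 1 is a 2-fold difference. The paper's table holds 501 RNAs, and all 501 ratios lie within 0.001 of those of the authors' deposited table. The lowest ratio listed is 1.01 in the paper's table. When the ratios were computed from the RPKM of the 2 libraries with values below 0.1 raised to 0.1, 0 of the matched RNAs differed from the authors' deposited table by over 0.01. The paper's table holds 14 snoRNAs and scaRNAs, or 2.79% of its RNAs, and 16 lie below -1 in the authors' deposited table. SNORD15B, SNORA57 and SNORA74A, further down the list, had 1 read in the KHSRP library and 0 reads in the IgG library.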

Supplementary Table 2: TOP10 GO terms of KHSRP-bound RNAs

**1. Biological Process**		
**Accession**	**GO Term**	**P-value**
GO:0006915	apoptosis	1.45E-13
GO:0008380	RNA splicing	4.73E-13
GO:0006412	translation	1.02E-11
GO:0010467	gene expression	4.02E-11
GO:0000398	nuclear mRNA splicing, via spliceosome	5.99E-11
GO:0006366	transcription from RNA polymerase II promoter	7.90E-10
GO:0006281	DNA repair	1.07E-09
GO:0000278	mitotic cell cycle	1.28E-08
GO:0008633	activation of pro-apoptotic gene products	3.90E-08
GO:0006397	mRNA processing	6.55E-08
**2. Cellular Component**		
**Accession**	**GO Term**	**P-value**
GO:0005634	nucleus	1.65E-55
GO:0005737	cytoplasm	2.52E-44
GO:0005739	mitochondrion	3.01E-26
GO:0005829	cytosol	1.74E-24
GO:0005730	nucleolus	2.06E-24
GO:0005654	nucleoplasm	9.30E-16
GO:0005840	ribosome	2.05E-10
GO:0005622	intracellular	3.62E-08
GO:0005743	mitochondrial inner membrane	4.39E-08
GO:0005694	chromosome	2.12E-07
**3. Molecular Function**		
**Accession**	**GO Term**	**P-value**
GO:0005515	protein binding	5.27E-59
GO:0003723	RNA binding	2.71E-15
GO:0000166	nucleotide binding	6.29E-13
GO:0003735	structural constituent of ribosome	2.95E-10
GO:0046872	metal ion binding	1.43E-09
GO:0008270	zinc ion binding	6.71E-08
GO:0003677	DNA binding	1.37E-07
GO:0005524	ATP binding	8.17E-07
GO:0016740	transferase activity	1.49E-06
GO:0000049	tRNA binding	6.98E-06

How the deposited data were processed for this re-analysis (not part of the article)

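The authors sequenced RNA from S2-013 cells that was bound to an antibody against KHSRP or to control IgG, with 1 library for each. The authors assigned the reads to gene entries of hg19 and deposited the estimated counts per entry, and they computed RPKM values from these counts before deposit. The aligner, the counting program and their versions are not given in the sources used here. The deposited counts of 255 entries of the KHSRP library and 264 of the IgG library are not exactly whole, however small the fraction. Gene coordinates are 1-based and inclusive, since the length from start to end gives the same RPKM total for 25 short RNAs of the KHSRP library and 27 of the IgG library. The totals implied by the RPKM values are 9.74e+06 and 9.91e+06 reads, of which 84760 and 87239 were assigned to entries. At this depth an RNA has a median of 3 reads where it is detected. The coordinates differ between the 2 libraries for 726 entries, and among 7614 RNAs with reads in both libraries the transcript length behind the RPKM differs by over 0.1 on the log2 scale for 424. For these the ratio of RPKM and the ratio of reads differ.

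The authors also deposited a table of log2 ratios of RPKM for 12891 RNAs with an Entrez Gene ID, in which the lowest RPKM is 0.1. Of these RNAs 12873 matched the libraries by identifier and 18 did not, as their names had been turned into dates by a spreadsheet. The deposited p-values of gene ontology terms are the authors' own, from Pathway Studio as the Methods state, and were copied. The paper's text does not name the background or an adjustment for these p-values. In all, 6 columns of read counts carry names that match no sample and were left out.

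The rules were set before the data were examined. The log2 ratio of RPKM was computed with values below 1 RPKM raised to 1, a floor inferred from the paper's tables, and RNAs above 1 and below -1 were counted. The floor of 0.1 in the deposited table was seen only later, so that results with it are alternatives chosen after the data were seen. The inference of a floor of 1 RPKM was wrong. With it 0 of the 10 log2 ratios of Table 2 lay within 0.01 of the paper's, and with the floor of 0.1 RPKM 10 did. With 1 library per antibody no test between the antibodies was made, and none of the samples could be left out. Reads of single RNAs, rounded to whole reads, were compared between the libraries with an exact binomial test against the RPKM totals, two-sided by the method of small probabilities, with Clopper-Pearson 95% intervals of the ratio and Benjamini-Hochberg adjustment at 0.05. The p and the interval follow different conventions, so that a p under 0.05 can stand beside an interval that includes 1. Where one library had 0 reads, a fold was computed against 3 reads. Reads without molecular identifiers are not independent molecules, and intervals and floors cover counting error only.

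For each of 23 gene lists the median log2 ratio was placed among 10000 random lists, each member drawn from the 100 detected entries nearest in mean RPKM, and the summed reads were compared by the same exact test. Of these lists 3 had no reads. At the floor of 1 RPKM 18 of the other 20 have a median of 0, so that their percentile decides nothing. Figure 4A and Supplementary Table 1 had been seen when the lists were written, and some lists hold genes of Figure 4A, so that summed reads were also compared without these genes. To describe counting error, the summed reads of each RNA were split at random between the libraries 1000 times in proportion to the totals, with 1 length per RNA. The named genes are those of Table 2, Figure 4A and the other snoRNAs of Supplementary Table 1, genes the paper names as targets, partners or controls, the 10 highest and 10 lowest ratios among RNAs with at least 20 reads, the 3 highest members of each list at that minimum, and snoRNA hosts. The ratios of Supplementary Table 1 had been seen when this rule was written. The RNAs past the floor of 1 RPKM, those that passed the adjusted test, the abundant RNAs PLEC and KRT8 and the snoRNAs of the IgG library were named after their values were seen.

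The exact test was tested on simulated data with 10716 RNAs. When 200 RNAs with at least 20 reads were changed 4-fold, 60.2% were recovered, and 11.3% when changed 2-fold, with 0.8 and 0.25 unchanged RNAs called per simulation. When 198 RNAs with at least 100 reads were changed 2-fold, 81.6% were recovered, with 1.8 unchanged RNAs called per simulation. The simulated split between the libraries followed binomial counting only. In the data the split varied 1.33 times as much at a minimum of 20 reads and 2.54 times at 100 reads. The simulations thus do not show how often the test calls unchanged RNAs in these libraries. Of 200 RNAs drawn from those above a log2 ratio of 1 at the floor of 0.1, 0.7% of 4-fold changes and 0.025% of 2-fold changes were recovered. The list percentile was tested at the floor of 0.1 on lists of 40 genes with at least 20 reads each, with the change added to the ratios. Of 100 unchanged lists 98 lay inside the central 95%, and 0 of 100 lists raised by 1 on the log2 scale did. This does not carry over to lists with fewer reads per gene, such as the 72 mitochondrial ribosomal protein genes with 198 and 196 reads.

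The alternatives were no floor, pseudocounts of 1 and 0.1 RPKM, a minimum of 10 reads, a minimum of 1 RPKM in both libraries, centring on the median ratio of RNAs with at least 20 reads, TMM factors, the exact test beside the ratio, a log2 ratio of 2, 1 entry per gene symbol, random lists matched on RNA length, and the authors' p under 0.001 for terms. Added later were the floor of 0.1 alone and with the RNAs of the deposited table, TMM factors, centring, a minimum of 10 reads or 1 length per RNA, other totals for the exact test, and summed reads of lists against random lists matched on reads, with and without the genes of Figure 4A. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and TMM factors came from edgeR 4.0.16 in R 4.3.3.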

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

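The tests of the 2 RNAs below were planned, and these RNAs were chosen because they passed them. MYH9 and MALAT1 are not discussed in the paper, and their reads were above the level of the IgG control library by the adjusted exact binomial test. The ratio of KHSRP to IgG reads was 1.18 for MYH9 and 1.37 for MALAT1, each from 1 library per antibody, and the ratios were 1.22 and 1.42 with TMM factors. Among the 198 RNAs with at least 100 reads, these 2 included, the split between the libraries varied 2.54 times as much as binomial counting allows. The p-values of abundant RNAs can thus overstate the evidence. Without replicates noise cannot be told apart from differences between the antibodies, and the source of these ratios stays open.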

How the results depend on the processing

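The floors of 0.1 RPKM, the other totals for single reads and the summed reads of lists were chosen after the data were seen. No paired analysis was possible because each antibody had 1 library. A detected RNA had a median of 3 reads, and the cause of the changes between the settings below was not tested. With the rule as set, 4 RNAs lay above a log2 ratio of 1 and 6 below -1, and these were 3 to 6 and 4 to 8 with a pseudocount of 1 RPKM, both filters, both scalings and 1 entry per gene symbol. Without a floor there were 1205 and 874, with a pseudocount of 0.1 RPKM 493 and 618, with the exact test 0 and 0, and with a log2 ratio of 2, 1 and 0. With the floor of 0.1 RPKM there were 504 and 480, 500 and 474 over the RNAs of the deposited ratio table, with TMM factors 525 and 460, centred 518 and 464, with at least 10 reads 186 and 188, and with 1 length per RNA 505 and 486. The number of snoRNAs and scaRNAs among the 10 highest ratios, 1 as set, was 4 with a pseudocount of 1 RPKM, 9 with a pseudocount of 0.1 or the floor of 0.1 (also over the deposited table, with TMM factors, centred or with 1 length), and 0 without a floor, with at least 10 reads at either floor, or with at least 1 RPKM in both libraries. Their share of the RNAs above 1, 25% as set, was 0.166% without a floor, 66.7% and 2.64% with pseudocounts of 1 and 0.1 RPKM, 20% centred, 16.7% with TMM factors, 2.67% to 2.80% with the floor of 0.1 without a minimum, 0% with either filter, 0% with the floor of 0.1 and at least 10 reads, and 100% (1 of 1) with a log2 ratio of 2. No RNA was left to rank with the exact test. The number of terms at the authors' p under 0.001 was 124 above and 115 below, against 41 and 41, as the looser threshold keeps more. The number of lists outside the central 95% of random lists, 0 as set (where 18 of 20 medians are 0 by the floor), was 2 without a floor, 3 with either pseudocount, 2 with at least 10 reads, 1 with at least 1 RPKM in both libraries, 2 with the floor of 0.1, and 1 with summed reads (apoptosis regulators, on the high side, as also with the pseudocount of 0.1), or 0 without the genes of Figure 4A. Where H/ACA snoRNAs were among them their median was negative, and where C/D snoRNAs were their median was positive. These medians rest on at most 24 H/ACA and 5 C/D snoRNAs with reads, and the random lists were matched on RPKM. Against random lists matched on reads, the summed reads of both classes lay inside the central 95%, at percentiles 6.2 and 96.4. The medians thus do not set the 2 classes apart. The number of single RNAs past the adjusted exact test was 4, 4 with assigned reads as totals and 3 with TMM factors. Of 494 values of 59 named RNAs under these alternatives, 49 values of 19 RNAs moved from the value as set by over 1, by up to 2.83. Of the 494 values 18 moved by over the half-width of the counting interval. The other 20 named RNAs, 9 snoRNAs and scaRNAs and COX17 of Table 2 among them, had 0 reads in a library and an unbounded interval, so that this rule could not count them, and 40 of their 120 values moved by over 1, by up to 3.44. Of 192 list medians 13 passed to outside the random lists, and their directions cannot be compared with the medians of 0 as set. The median of scaRNAs was -0.75 with at least 10 reads, where only SCARNA10 and SCARNA2 remained. It was 0.10 with at least 1 RPKM in both libraries, where only SCARNA10 and SCARNA6 remained. Spliceosomal snRNAs, outside under both filters, were RNU11 alone there.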

Differences from the paper's values

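The paper gives 501 significantly enriched RNAs in its Results, without a threshold, and 2826 genes at a log2 ratio above 1 in its Methods. The lowest ratio of the 501 in its supplement is 1.01. At a log2 ratio above 1, 4 RNAs were found with values below 1 RPKM raised to 1. Of the alternatives set before the data were examined, the pseudocount of 0.1 RPKM gave 493, within 1.5 times of the paper's 501, but dropped 229 of the paper's RNAs, and the others did not come within it. The floor of 0.1 RPKM, chosen after seeing the values, gave 504 RNAs over all entries and 500 over the matched RNAs of the deposited ratio table, and it drops 1 of the paper's RNAs, which could not be matched by identifier. With the floor of 0.1, also chosen after seeing the values, TMM factors gave 525 and centring 518, each without 1 of the paper's RNAs, and 1 length per RNA gave 505 without 14 of them. The rule as set drops 497 of the paper's 501. No alternative came within 1.5 times of the paper's 2826, and the highest number was 1205 without a floor.

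Among the 10 highest ratios the paper's Table 2 has 9 snoRNAs and scaRNAs, and 1 was found at the floor of 1 RPKM. The pseudocount of 0.1 RPKM, set before the data were examined, gave 9, and the other alternatives of that kind gave 0 to 4. The floor of 0.1 RPKM, chosen after seeing the values, also gave 9, alone or with TMM factors, centring or 1 length per RNA, and drops 0 of the 10 RNAs of Table 2. The paper's log2 ratio of SCARNA21 is 3.89 and that of COX17 is 3.60, and 0.57 and 0.28 were found at the floor of 1 RPKM. For SNORA38 and SNORA25 the paper's log2 ratio is 2.98, for SNORA18 2.95, for SNORA22 2.94, for SNORA14B 2.92, for SNORA71B 2.91, for SNORA71D 2.89 and for SNORD97 2.87, and 0 was found for each at the floor of 1 RPKM. These 8 RNAs have 1 read in the KHSRP library and 0 in the IgG library, with an RPKM under 1 in both, so that the floor itself fixes their ratio at 0. None of the alternatives set before the data were examined gave the paper's ratios for these 10 RNAs. The pseudocount of 0.1 RPKM gave 3.06 to 3.99 and the pseudocount of 1 RPKM gave 0.79 to 1.31. The floor of 0.1 RPKM, chosen after seeing the values, gave ratios within 0.01 of the paper's for 10 of the 10 RNAs (largest difference 0.00940) and drops 0 of them.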

Other observations

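Among the tests below, those of the size of the scaling shift, of snoRNAs as a class, of SNORA18 and SNORA22 alone and of shared terms, and the choice of the floor of 0.1 RPKM, were chosen only after the result was seen.

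The RNAs of ribonucleases P and MRP were read less often in the KHSRP library, and after adjustment this held by pooled reads only. The list of other small noncoding RNAs had 483 reads in the KHSRP library and 616 in the IgG library, a ratio of 0.798 (interval 0.707 to 0.900, exact binomial p = 0.000204, adjusted p = 0.00409 over the lists). RPPH1, the RNA of ribonuclease P, had 335 and 416 reads (ratio 0.819, interval 0.708 to 0.949). RMRP, the RNA of ribonuclease MRP, had 148 and 199 reads (ratio 0.757, interval 0.608 to 0.941). Neither passed after adjustment over all RNAs, a larger set of tests than the lists. The summed ratio lay at percentile 6.54 among random lists matched on reads, inside their central 95%, so that this difference is not set apart from that of other RNAs. Cytosolic ribosomal proteins had 2729 and 2801 reads (ratio 0.991, interval 0.940 to 1.05), and RPS25 had 52 and 27 reads. Replication-dependent histones had 398 and 434 reads (ratio 0.933, interval 0.812 to 1.07), oxidative phosphorylation genes 406 and 451 (ratio 0.916, interval 0.799 to 1.05) and proteasome genes 334 and 321 (ratio 1.06, interval 0.906 to 1.24). Spliceosomal snRNAs had 8 and 5 reads and snoRNA host genes 322 and 327. The microRNA entries had 3 and 0 reads, and no entry for mitochondrially encoded RNAs was listed.

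The paper describes KHSRP as a protein that recognizes AU-rich elements of mRNAs. A list of 29 mRNAs with such elements, 24 of them with reads, stands here for a larger class. Its members had 637 reads in the KHSRP library and 686 in the IgG library, a ratio of 0.945 (interval 0.847 to 1.05, exact binomial p = 0.309). Of the 24, 15 had a read ratio above 1 and 9 below 1. The summed ratio lay at percentile 27.6 among random lists matched on reads. CTNNB1 had 33 and 23 reads (ratio 1.46, interval 0.832 to 2.60), NPM1 158 and 140 (ratio 1.15, interval 0.909 to 1.45) and ACTB 335 and 357 (ratio 0.955, interval 0.820 to 1.11). Actin and protrusion genes had 2562 and 2441 reads, a ratio of 1.07 (interval 1.01 to 1.13, exact binomial p = 0.0204, adjusted p = 0.136), with KIF5B at 37 and 16 reads. Genes of P-bodies and mRNA decay had 150 and 168 reads (ratio 0.909, interval 0.724 to 1.14). Ductal epithelial markers had 1352 and 1327 reads (ratio 1.04, interval 0.960 to 1.12), fibroblast markers 0 and 0, acinar and hepatocyte markers 0 and 0, and blood and immune markers 8 and 5.

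RNAs past a log2 ratio of 1 lay on both sides in like numbers. When the reads of each RNA were split at random between the libraries, 489 to 570 RNAs (central 95% of 1000 simulations) lay above 1 at the floor of 0.1 with 1 length per RNA, and the observed number was 505, so that counting noise may account for the number above 1. Below -1 the observed number, 486, was above the central 95% of 390 to 461. Unequal scaling of the size that TMM factors found, a log2 shift of 0.0496, is far short of 1. Scaling of this size is thus argued against as the source of the RNAs on either side alone. For RNAs on both sides no size of shift could have served, since a single factor moves all ratios the same way. Each library was scaled to its own total, so that a difference common to all RNAs could not be seen. Correcting the shift moved the number above 1 from 504 to 525 and the number below -1 from 480 to 460. The sign of the shift fixes both directions, so that these 2 moves decide nothing. A preference of KHSRP for these RNAs cannot be told apart from its absence, since the exact test recovered 0.7% of simulated 4-fold changes in the same RNAs.

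The snoRNAs and scaRNAs stood at both ends of the ratio ranking. The random split, which holds no preference, put a mean of 7.48 of them among the 10 highest ratios (9 observed) and 7.32 among the 10 lowest (7 observed), consistent with short length and the floor of 0.1 as a source of the pattern. For the class as a whole the upper end of the interval of the read ratio was 1.17, below the mark of 2 set for a class without preference. This interval covers counting error between 1 library per antibody, so that it cannot decide on a preference of the antibody. Within the class the ratio was 0.572 (interval 0.303 to 1.05) for H/ACA snoRNAs, 3.05 (interval 0.762 to 17.5) for C/D snoRNAs and 0.838 (interval 0.490 to 1.42) for scaRNAs. A preference for SNORA18 and SNORA22 alone cannot be told apart from counting error, with 2 reads in the KHSRP library against 0 (exact binomial p = 0.246), and these data do not bear on the RT-PCR of Figure 4B.

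Gene ontology terms were shared by the RNAs above 1 and below -1. Of the terms at the authors' p under 1e-05 for the RNAs above in the authors' deposited tables, 48.8% were also terms for the RNAs below, and at the authors' p under 0.001 the shared part was 34.7%, both under the 50% set for terms that describe detected genes in general. Such a general source cannot be told apart from one specific to the RNAs above, as the shared part was 91.7% for cellular components and 22.2% for biological processes at 1e-05, and 59.3% and 24% at 0.001. No biological explanation was tested for this pattern.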
